# The Transcriptomics of Glucocorticoid Receptor Signaling in Developing Zebrafish

**DOI:** 10.1371/journal.pone.0080726

**Published:** 2013-11-20

**Authors:** Dinushan Nesan, Mathilakath M. Vijayan

## Abstract

Cortisol is the primary corticosteroid in teleosts that is released in response to stressor activation of the hypothalamus-pituitary-interrenal axis. The target tissue action of this hormone is primarily mediated by the intracellular glucocorticoid receptor (GR), a ligand-bound transcription factor. In developing zebrafish (*Danio rerio*) embryos, GR transcripts and cortisol are maternally deposited into the oocyte prior to fertilization and influence early embryogenesis. To better understand of the molecular mechanisms involved, we investigated changes in the developmental transcriptome prior to hatch, in response to morpholino oligonucleotide knockdown of GR using the Agilent zebrafish microarray platform. A total of 1313 and 836 mRNA transcripts were significantly changed at 24 and 36 hours post fertilization (hpf), respectively. Functional analysis revealed numerous developmental processes under GR regulation, including neurogenesis, eye development, skeletal and cardiac muscle formation. Together, this study underscores a critical role for glucocorticoid signaling in programming molecular events essential for zebrafish development.

## Introduction

The glucocorticoid receptor (GR) is a key mediator of the vertebrate stress response [1,2]. It is a cytosolic receptor that, after activation by binding of its primary ligand, cortisol, acts as a transcription factor to modulate gene expression, leading to energy store mobilization to cope with stress [3]. In teleosts, these actions are coordinated by the initial stressor recognition in the hypothalamus, followed by the release of corticotropin-releasing factor (CRF) that acts on the adenohypophysis, leading to release of adrenocorticotrophic hormone (ACTH) that triggers cortisol release from the interrenal tissue, which is analogous to the mammalian adrenal gland [1]. The effects of GR activation on other systems, including the immune and reproductive systems have been well characterized in a number of different model animals [4]. In teleosts, stressor recognition and a subsequent cortisol response are only present in post-hatch larvae [1,4]. 

Recent studies have revealed that cortisol and GR transcripts are maternally transferred to the oocytes and play a key role in early embryogenesis [4]. Also, studies have demonstrated novel roles for glucocorticoid signaling in early zebrafish development. GR has been linked with a variety of key developmental factors, including matrix metalloproteinases (MMPs) [5], bone morphogenetic proteins (BMPs) [6], and myogenic and cardiogenic transcription factors [6,7]. These specific molecular linkages occur alongside significant morphological deformations that result from knockdown of glucocorticoid receptor protein translation [6,8]. Perhaps most interestingly, knockdown of maternal GR alters the degradation of maternal mRNA and results in an abnormal transcriptome available for translation after the mid-blastula transition [8]. Together, these findings point to a major role for GR in development as a coordinator of a number of important embryogenic pathways.

The linkage of GR signaling to BMP expression indicates a key mechanism by which zygotic corticosteroids may influence embryogenesis. BMPs are a family of developmental morphogens that signal by binding to a number of BMP receptors, causing the activation of the SMAD family of intracellular transcription factors that then translocate into the nucleus to modulate target gene expression [9,10]. BMP signaling has been linked to numerous major developmental events, including dorsoventral patterning, mesodermal patterning, somitogenesis, myogenesis, organogenesis, and craniofacial development [9-15]. Three specific BMP genes, *bmp2a*, *bmp2b*, and *bmp4*, are modulated by GR in zebrafish [6]. 

The period of zebrafish development from 24 to 48 hpf is extremely important for early morphogenesis. This window of time immediately follows the final stages of somitogenesis [16] and includes the upregulation of muscle progenitors as myogenic differentiation increases significantly [17]. This is also a critical period of organogenesis, with the brain, pituitary, heart and vasculature, liver, gills, and interrenal tissue undergoing significant development [4,16]. By the end of this 24 h window, the embryo has a functional heartbeat and circulatory system and is ready to hatch [16], underlining the major developmental events that occur during this time. Previously, we have shown that without GR protein, zebrafish embryos cannot survive beyond 48 hpf, indicating that glucocorticoid signaling may play a role in orchestrating key developmental events [6]. 

Given the recent findings that position GR as a key mediator of developmental organization [4], we tested the hypothesis that key molecular events involved in developmental programming are regulated by GR activation in zebrafish. We specifically sought to identify novel gene regulatory networks modulated by GR signaling during zebrafish development. To this end we knocked down GR protein translation using morpholino oligonucleotides as described previously [6], and a high-density zebrafish microarray was utilized to assess the role of GR signaling on global gene expression pattern within a critical window during early development. 

## Material and Methods

### 2.1: Zebrafish care and breeding

Care and breeding of adult zebrafish was carried out as described previously [6]. Adult zebrafish were purchased from a commercial wholesaler (DAP International, Mississauga, ON) and maintained on a 14:10 light dark cycle in an AHAB recirculating system (Aquatic Habitats, Apopka, FL). Zebrafish care protocols were approved by the University of Waterloo Animal Care Committee in accordance with the Canadian Council for Animal Care guidelines.

### 2.2: Morpholino microinjection

A morpholino oligonucleotide (MO) was designed against the start site of translation for the zebrafish glucocorticoid receptor gene, and a 5 base pair mispair oligonucleotide (MP) was designed as a control; both oligonucleotides (Gene Tools, Philomath, OR) have been described and characterized previously [6]. Oligonucleotide sequences are as follows (small letters indicate altered bases in mispair control): MO: 5’-CTCCAGTCCTCCTTGATCCATTTTG-3’; MP: 5’-TGcTATgTTTAcTCTCgATACgTG-3’. Morpholino microinjection was performed as described previously [6]. Briefly, 1 nL of MO or MP was injected into the yolk of one-cell zebrafish embryos, which were reared in embryo medium [18]. Each independent sample consisted of a pool of 25 embryos that were flash-frozen at either 24 or 36 hpf. Three replicate pools of each treatment per timepoint were frozen for microarray analysis, and 5-7 pools of each treatment per timepoint were frozen for qPCR confirmation.

### 2.3: RNA extraction

RNA was extracted from pools of embryos with the RNeasy Mini Kit (Qiagen, Mississauga, ON) with DNAse (Qiagen) treatment to remove genomic DNA contamination. Preliminary RNA quantification was performed via a Nanodrop spectrophotometer (260 nm; Thermo Scientific, Waltham, MA).

### 2.4: Microarray scanning and analysis of resulting data

Microarray analysis was performed by the Vancouver Prostate Centre Microarray Facility (Vancouver, Canada). Quantification and quality analysis of RNA was confirmed by use of the Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA). Microarray analysis was carried out on three independent (each a pool of 20-25 embryos) samples each from 24 and 36 hpf embryos injected with MP or MO. 200 μg of RNA per sample was used for microarray analysis. Global gene expression in MP and MO samples was analyzed by hybridization to the Zebrafish V2 Gene Expression Microarray (Product ID 019161; Agilent, Santa Clara, CA), after one-colour labeling with the Low Input Quick Amp Labeling Kit (Agilent). Microarrays were scanned with the Agilent DNA Microarray Scanner and quantified with Agilent Feature Extraction 10.5.1.1. Data was normalized using the Agilent GeneSpring 7.3.1 software package by flooring values below 0.05 to 0.05 and normalizing data per chip to a set of positive control genes with raw data above 50 for all samples. The data was deposited to the Gene Expression Omnibus (GEO) database (GEO accession number GSE50376) run by the National Center for Biotechnology Information (NCBI). The dataset was restricted to only identified/annotated genes, omitting unidentified or hypothetical gene loci, thereby reducing the number of measured genes per sample to 12,261. The resulting dataset was then subjected to statistical and pathway analyses (see below).

### 2.5: Quantitative real-time PCR (qPCR)

Select gene expression changes were confirmed with qPCR. Embryos were injected with MO and MP as outlined above, frozen at 36 hpf, and RNA was extracted by use of the Ribozol-chloroform extraction method (Amresco, Solon, OH), following the manufacturer’s protocol. After quantification of RNA with Nanodrop spectrophotometer, 1 μg of RNA was reverse transcribed with the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Carlsbad, CA), with the Multiscribe recombinant Moloney murine leukemia virus reverse transcriptase, producing a 20 μL mixture according to the manufacturer’s protocols. qPCR was performed as described previously [6], using 2.5 μL of cDNA in a 25 μL reaction mixture with iQ SYBR green supermix (Bio-Rad, Hercules, CA) using an iCycler iQ thermocycler (Bio-Rad). The selected genes were as follows: the BMP ligand *bmp7a*, the clotting factor *f5*, the orphaned Ftz-F1 receptor homolog *ff1d*, the structural muscle protein *myom1a*, the hormone receptor *mc1r*, and two genes involved with the stress axis and classical glucocorticoid signaling, the ACTH precursor proopiomelanocortin a (*pomca*) and the transport protein responsible for the rate-limiting step in steroidogenesis, the steroidogenic acute regulatory protein (*star*). All but one of the genes were selected because their fold-changes were statistically significant and relatively high, as well as being of interest in our exploration of the GR knockdown phenotype. Expression of only one selected gene was not statistically significant at 36 hpf, *bmp7a*, but it was chosen as it had the largest fold-change of any of the BMP ligands or receptors, and the BMP signaling pathway was considered a key target for qPCR confirmation. Primer sequences, Tm values, and amplicon sizes are provided in Table 1. Transcript abundance was normalized to β-actin as a housekeeping gene as its values did not change across samples. Normalization was performed using the ΔCT method [19] as performed previously [6].

**Table 1:** Details of primer pairs for qPCR, including forward and reverse nucleotide sequences, melting temperatures, and amplicon length.

Gene	Primer Pairs (5’-3’)	Tm (°C)	Amplicon size (bp)
*bmp7a*	F: cagggaagatgcagtggatt	62	107
	R: tcggctttggtctctcagactt		
*f5*	F: cttacaacttcccgactgtc	55	119
	R: agttggatgccacagaactg		
*ff1d*	F: gggatgatccagagaggaca	62	108
	R: cacatcggggttaaagagga		
*mc1r*	F: ctcaacagccagcgacataa	55	88
	R: caaactgatcaaaccgagca		
*mymo1a*	F: cacaaccgactcagggaaat	62	124
	R: tgcgtggctttactccttct		
*pomca*	F: gaagaggaatccgccgaaa	60	98
	R: gaagaggaatccgccgaaa		
*star*	F: tcaaattgtgtgctggcatt	60	121
	R: ccaagtgctagctccaggtc		
*ß-actin*	F: tgtccctgtatgcctctggt	60	122
	R: aagtccagacggaggatgg		

### 2.6: Statistical analyses

Statistical assessments were carried out using the R Statistical Computing environment (R Foundation, Vienna, Austria). For microarray results, the mean normalized expression was calculated for each gene at each treatment (MP or MO) and time point (24 or 36 hpf). These means were then compared within a time point using a Student’s *t*-test, followed by false-discovery rate (FDR) correction using the Benjamini-Hochberg method [20]. All p-values listed for microarray analysis are FDR-corrected. Data was not compared between time points. The complete lists of statistically significant genes at each time point are displayed in the supplemental information, along with each calculated fold-change and p-value (See Tables S1, S2). Where required, data from qPCR analysis was log-transformed to ensure normality prior to evaluation via Student’s *t*-test. For all comparisons, a value of p≤0.05 was considered significant. Functional analysis was performed with the Ingenuity Pathway Analysis (IPA) software package (Ingenuity Systems, Redwood, CA) as well as use of Gene Ontology functional annotations. An FDR-corrected p-value cutoff of p≤0.05 was used to select genes for functional and pathway analyses. Default IPA contextual analysis settings were used, including stringent filters to map direct and indirect relationships. Duplicate probes in the dataset were resolved using the minimum fold-change to maintain a conservative analysis. By the default IPA settings, 25 interactome networks were generated with a maximum of 35 genes in each network. The IPA software used the Fisher’s exact test to determine whether specific functional groupings were enriched with genes from the filtered dataset. 

## Results

### 3.1: Characteristics of microarray results

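The arrays measured RNA from pools of whole zebrafish embryos, of 25 each by the sample labels and of 20 to 25 by the paper's array methods. One-cell embryos were injected with 1 nL of an oligonucleotide (4.4 ng by the sample labels). This was either a morpholino (MO), an antisense oligonucleotide against the start of translation of the glucocorticoid receptor (GR) mRNA, or a mispair control (MP). The sample labels print 1 sequence for both, and the paper prints another, of a different length, for the mispair control, so the sequence of the control is not settled here. Pools were frozen at 24 or 36 hpf, and each pool was hybridized to an Agilent zebrafish V2 array after one-color labeling, with 3 arrays in each of the 4 groups. The sample labels give 0.2 µg of RNA per array and the paper's methods give 200 µg. The authors deposited the scanner output of each array, which holds an intensity per probe after the scanner software's background correction, and a table of their own processed intensities. Each array held 43603 probes besides the control spots. The median probe intensity was 129.9 to 142 (median 138) on the arrays labelled MO and 133 to 172 (median 136) on those labelled MP at 24 hpf. At 36 hpf it was 35.8 to 106 (median 80.9) and 84.5 to 172 (median 149). The share of probes well above background at 24 hpf was 80.6 to 82.5% on the arrays labelled MO and 80.4 to 82.3% on those labelled MP, and at 36 hpf it was 65.9 to 70.5% and 72.8 to 80.4%. The number of arrays limits the precision of every value.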

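Intensities below 0.05 were raised to 0.05, and each array was divided by its median over the 19114 probes with an intensity above 50 on all 12 arrays, which is how the set of positive control genes in the methods was read. The log2 of this ratio is given as log2 normalized expression. When each array was scaled to its positive control spots instead, the median log2 change over all genes moved by -1.18 at 36 hpf and by -0.087 at 24 hpf, so each change is relative to the probes used for scaling. The positive control spots are dim, with a median intensity per array of 1.95 to 5.16 against 341.5 to 1749 for the probes used for scaling, so values under that scaling rest on little signal. The reference tables named 16770 of the 43603 probes, and 15772 probes of 10915 genes remained once unnamed and hypothetical loci were left out. A gene with several probes was represented by the probe with the highest mean over the 12 arrays. A gene was tested at a time point when its probe was well above background on all 3 arrays of at least 1 group there. Arrays labelled MO were compared with arrays labelled MP by limma's moderated test with Benjamini-Hochberg adjustment, and a gene is called changed at an adjusted p under 0.05. Where a probe was not well above background on any array of 1 group, its change is given as a lower bound. The bound sets each dim array at its own value or at the lowest value among that array's probes well above background, whichever is higher.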

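The GR gene itself, nr3c1, had a log2 normalized expression of -0.78, -0.38 and -0.61 in the 3 arrays labelled MO at 24 hpf and -0.51, -0.58 and -0.38 in the 3 labelled MP. At 36 hpf the values were -0.29, -0.087 and -0.24 against -0.29, -0.21 and -0.20. The log2 change was -0.098 (SE 0.13, adjusted p = 0.55) at 24 hpf and 0.028 (SE 0.19, adjusted p = 0.95) at 36 hpf. At 36 hpf it was -1.15 under scaling to the positive control spots and -0.31 under normexp background correction. The morpholino is directed at translation, so the mRNA level gives no check of the labels. The direction of the paper's fold changes was checked against the authors' processed intensities. Of the genes in the part of Table S1 used here, 841 could be compared. For 794 of these the paper's fold change lay within 0.02 on the log2 scale of the ratio of the arrays labelled MP over those labelled MO, and for 1 gene within that distance of the opposite ratio. In Table S2 the counts were 708 and 1 of 745 genes. The arrays do not show whether the labels or the ratios are exchanged, so groups are named by their labels, and each direction is that of the arrays labelled MO relative to those labelled MP.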

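At 24 hpf, 5001 of 10353 genes tested were changed, and at 36 hpf 631 of 9885 were. The 3 values labelled MO all lay on one side of the 3 values labelled MP for 59.7% of the genes tested at 24 hpf and 29.05% at 36 hpf. Chance gives 10% on average, but genes are not independent, so a share can lie far from it by chance. The methods' t-test on the log2 values gave 5158 genes at 24 hpf and 1806 at 36 hpf before adjustment, and 3898 and 2 after Benjamini-Hochberg adjustment. On the linear values it gave 5050 and 1711 genes before adjustment and 3646 and 4 after it. The count at 24 hpf was 2207 genes under a single fit of all 12 arrays, and 14579 of 35338 probes when every probe was counted. The count at 36 hpf depended on single arrays. It was 19 without MP replicate 2 and 1121 without MO replicate 2, while at 24 hpf leaving out each array in turn gave 4166 to 5072 genes.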

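Of the genes the paper names as measured on the arrays, 125 were tested at 24 hpf and 112 were changed, 116 when adjusted over the list alone. At 36 hpf 121 were tested and 65 were changed, 107 when adjusted over the list alone. The study chose this list on these samples, so the counts adjusted over the list alone are not independent evidence. With each array left out in turn, 109 of the 112 genes stayed changed at 24 hpf, the exceptions being oc90, fech and gdf11. At 36 hpf 3 of the 65 genes did, which were crygm2b, xirp2l and atp2a1l. The other calls at 36 hpf were lost without MP replicate 2 (61 genes), MP replicate 1 (57), MP replicate 3 (47), MO replicate 3 (46) or MO replicate 1 (3), and none of the 65 changed direction.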

Statistical analysis revealed that 1313 genes displayed significantly altered expression between MP- and MO-injected embryos at 24 hpf, while the expression of 836 genes was significantly different at 36 hpf. 

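Of the changed genes at 24 hpf, 2519 were higher and 2482 lower in the arrays labelled MO. At 36 hpf 191 were higher and 440 lower. Scaling to the positive control spots gave 1613 genes that were higher and 2357 that were lower at 24 hpf, and at 36 hpf it left 13 genes higher and 1301 lower. Without MO replicate 2 the counts at 36 hpf were 473 higher and 648 lower, and without MP replicate 2 they were 2 and 17.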

At 24 hpf, 583 of these genes were downregulated and 730 were upregulated, while at 36 hpf, 243 genes were downregulated and 593 were upregulated (See Figure 1 and Tables S1, S2). The distribution of genes along a fold-change gradient at 24 and 36 hpf is displayed in Figures 2A and 2B. 

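All 15 genes of Table 2 at 24 hpf and all 15 at 36 hpf were lower in the arrays labelled MO and changed. The probe of esrrd was not well above background on any array labelled MO at 24 hpf, and its expression was at least 27.6-fold lower there (adjusted p = 1.2e-06). The log2 changes of the other genes at 24 hpf ran from -4.32 for chad, which 1 of the 3 arrays labelled MO measured above background, to -2.16 for cpt1b. Those at 36 hpf ran from -5.56 for crygm2b to -3.56 for pfkma. Expression of crygm2b was -3.14 ± 0.74 in the arrays labelled MO and 2.42 ± 0.46 in those labelled MP (SD, n = 3 each), with an adjusted p of 0.0025. The 14 genes of Table 3 at 24 hpf were all higher in the arrays labelled MO and changed, by 1.49 for ctsc to 4.19 for lect2l. Of the 14 genes of Table 3 at 36 hpf, 12 were tested, all 12 were higher in the arrays labelled MO, and 9 were changed. The largest change among them, in ptgds, was 2.13 (SE 0.27, adjusted p = 0.0094), and without MP replicate 1 it was 1.97 with an adjusted p of 0.0532. The smallest, in gnrh2, was 1.19 (SE 0.30, adjusted p = 0.058). The probe of trac was not well above background on any array at 36 hpf.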

The 15 genes with the highest and lowest fold-changes for each time point are displayed in Tables 2 and 3 along with their p-values, indicating genes whose transcript abundance was most affected by GR knockdown. Among the significantly changed genes at each time point, 301 were significantly altered at both 24 hpf and 36 hpf, indicating that these specific GR-modulated genes may be of particular importance in zebrafish development. Of these 301 genes, 251 were upregulated, 37 were downregulated, and 13 showed opposing changes between the timepoints (Tables S1, S2; green: upregulated; red: downregulated: blue: differential). 

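Among the 9844 genes tested at both time points, 4801 were changed at 24 hpf, 609 at 36 hpf and 492 at both. The overlap was larger than the separate counts would give by chance if genes were independent (odds ratio 4.81, Fisher's exact test, p = 2.4e-63), although genes are not independent replicates. The comparisons at 24 and 36 hpf share no array. The count of shared genes was 918 under scaling to the positive control spots and 154 when the floor was set after scaling. Leaving out each array in turn gave 11 genes without MP replicate 2 to 706 without MO replicate 2.

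**Figure D1:**
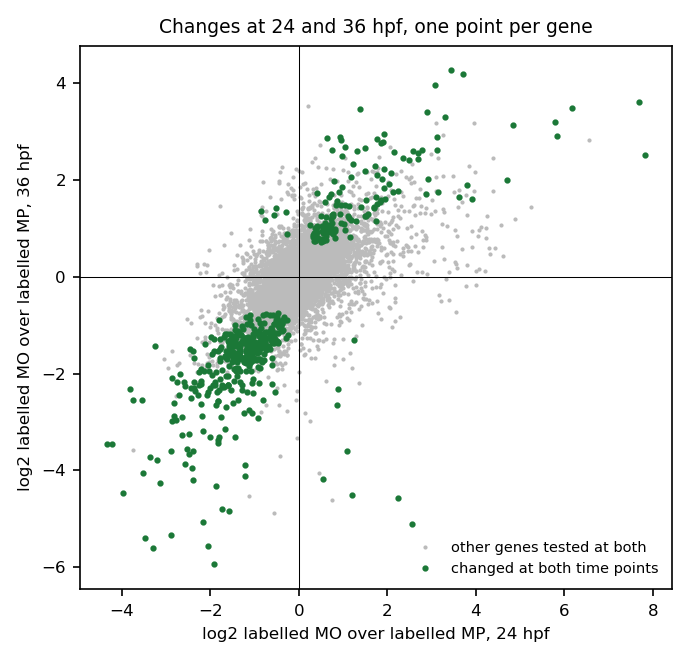
Log2 change of the arrays labelled MO over those labelled MP at 24 hpf (x axis) and 36 hpf (y axis), with 1 point for each of the 9844 genes tested at both time points and the 492 genes changed at both in green. Scaling to the positive control spots would move the y values by -1.18.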

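Of these 492 genes, 347 were lower and 131 higher in the arrays labelled MO at both time points, and 14 changed in opposite directions. Of the genes the paper names, crygm3 and fech were among the 14. The log2 change of crygm3 was 2.23 (SE 0.55, adjusted p = 0.0091) at 24 hpf and -4.56 (SE 0.57, adjusted p = 0.0087) at 36 hpf, where 1 of the 3 arrays labelled MO measured it above background. Without MP replicate 2 the change at 36 hpf was -4.35 with an adjusted p of 0.0608. For fech the changes were -0.52 (SE 0.14, adjusted p = 0.014) and 1.42 (SE 0.31, adjusted p = 0.04), and without MP replicate 1 they were -0.45 (adjusted p = 0.061) and 1.18 (adjusted p = 0.138).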

Table 4 lists some genes that were deemed particularly interesting based on pathway analysis and gene ontology characterization of their functional grouping. These genes are organized by their general function, and listed with their fold-changes at each time point. 

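All 61 genes of Table 4 were found on the array and tested at both time points. At 24 hpf 60 of them were changed, 52 lower and 8 higher in the arrays labelled MO. At 36 hpf 27 were changed, all of them lower. All 27 were also changed at 24 hpf, and 1 gene, col6a2, was changed at neither time point. The 3 values labelled MO all lay on one side of the 3 labelled MP for 61 of the genes at 24 hpf and 56 at 36 hpf.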

**Figure 1:**
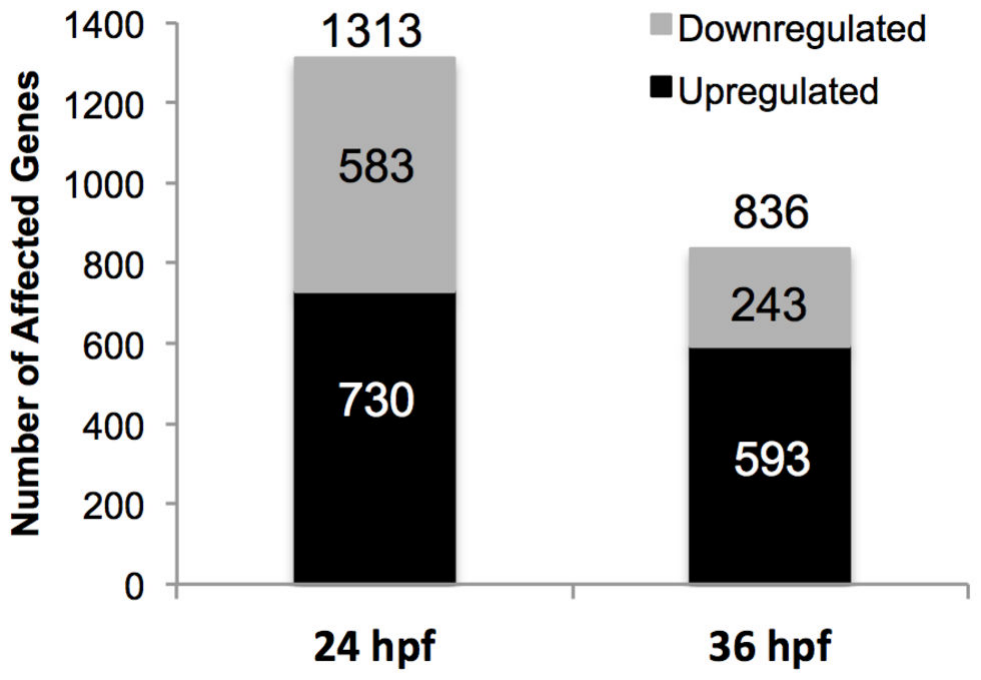
Numbers of statistically significant genes upregulated and downregulated at 24 and 36 hpf in response to GR knockdown. Of 12261 potential unique genes, the mRNA expression of 1313 were found to be statistically significantly changed at 24 hpf, with 583 downregulated (grey) and 730 upregulated (black). 836 genes were changed with statistical significance at 36 hpf, of which 243 were downregulated and 593 were upregulated. (n=3 pools of 25 embryos used for microarray analysis, P≤0.05, Students *t*-test with Benjamini-Hochberg false-discovery rate correction).

**Figure 2:**
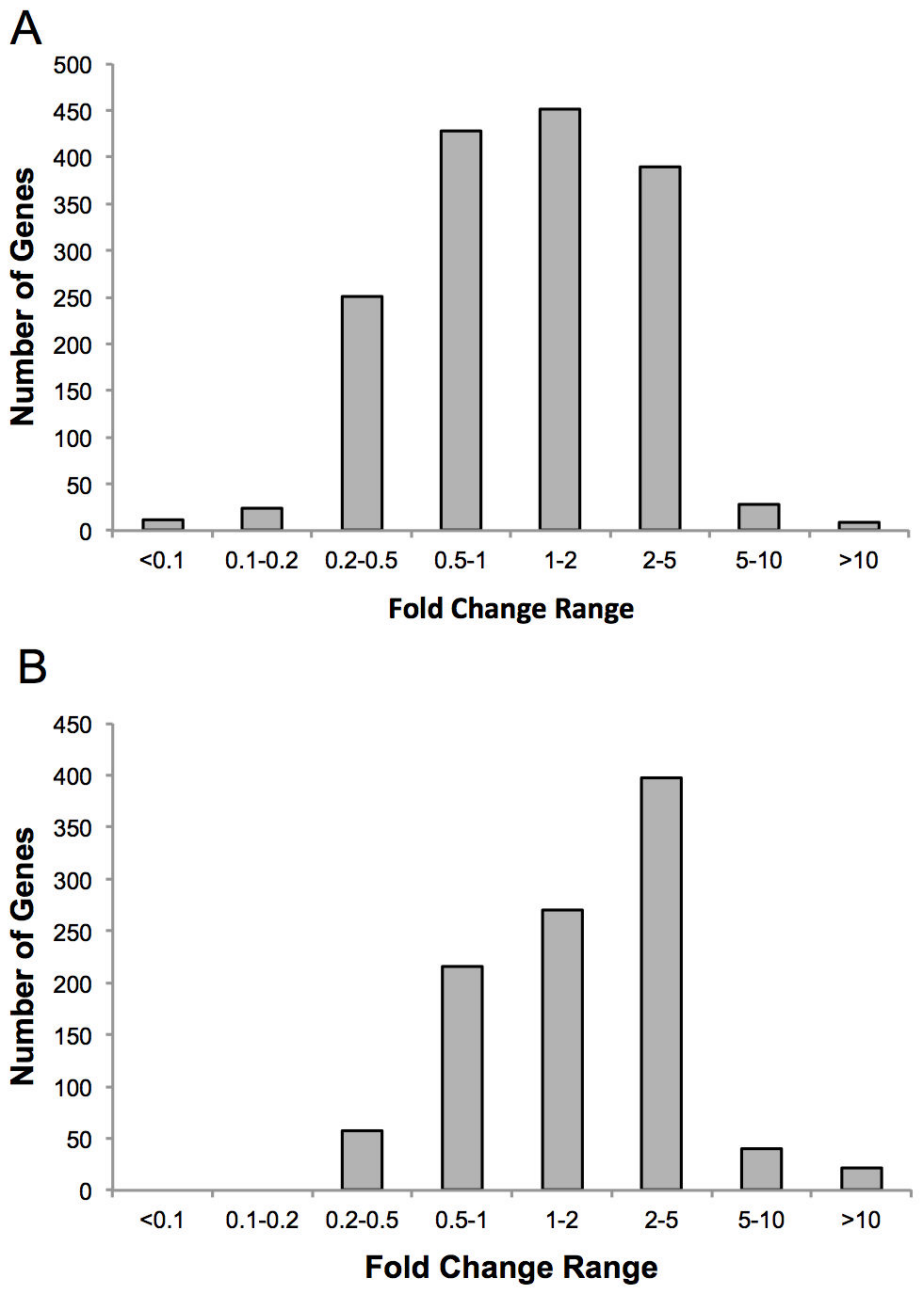
Distribution of fold-change for statistically significant genes at 24 and 36 hpf in response to GR knockdown. This figure presents the frequency of genes that were up- or down-regulated at specific fold-change ranges at 24 hpf (A) or 36 hpf (B). In general, there was a relatively normal distribution at 24 hpf, with relatively few genes showing extreme fold changes and a balance between up and downregulation. At 36 hpf, a far greater percentage of genes were upregulated than downregulated, and none showed reduction as severe as at 24 hpf.

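At 24 hpf, 1744 changed genes were up to 2-fold higher and 1831 up to 2-fold lower in the arrays labelled MO. Changes of 2- to 5-fold were found for 594 genes that were higher and 592 that were lower, and of 5- to 10-fold for 105 and 49. Changes of more than 10-fold were found for 76 genes that were higher and 10 that were lower. The median size of the change was 0.69 on the log2 scale.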

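At 36 hpf the change was up to 2-fold for 54 genes that were higher in the arrays labelled MO and 36 that were lower. It was 2- to 5-fold for 100 and 305 genes, 5- to 10-fold for 29 and 55, and more than 10-fold for 8 and 44. The median size of the change was 1.54 on the log2 scale.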

**Table 2:** Select genes (top ranked based on fold-change) that were significantly upregulated in response to GR knockdown at 24 and 36 hpf, with their respective fold-change values and p-values from statistical comparisons.

**24 hpf**			**36 hpf**		
**Gene**	**Fold Change**	**P-value**	**Gene**	**Fold Change**	**P-value**
*esrrd*	49.33	0.037	*crygm2b*	45.89	0.049
*chad*	20.35	0.016	*mip2*	29.42	0.044
*mip1*	19.25	0.033	*crygm2a*	29.38	0.035
*cryba2a*	14.72	0.013	*atp2a1l*	25.43	0.045
*lim2.4*	13.74	0.041	*crygm3*	19.99	0.05
*cx44.1*	9.96	0.015	*sparcl*	15.23	0.047
*xirp2l*	8.03	0.038	*grifin*	13.89	0.032
*cryba4*	7.07	0.05	*crybb1*	13.09	0.045
*msn*	7.04	0.016	*slc25a4*	13.08	0.041
*pvalb5*	6.74	0.038	*cryba4*	11.94	0.049
*calca*	6.71	0.040	*xirp2l*	11.93	0.031
*tnnt3b*	6.42	0.039	*cryba2a*	11.49	0.034
*pvalb4*	6.35	0.011	*fabp11b*	10.87	0.05
*cpt1b*	6.29	0.009	*pfkma*	10.84	0.042
*tyrp1b*	6.18	0.018	*crygmx*	10.21	0.02

**Table 3:** Select genes (top ranked based on fold-change) that were significantly downregulated in response to GR knockdown at 24 and 36 hpf, with their respective fold-change values and p-values from statistical comparisons.

**24 hpf**			**36 hpf**		
**Gene**	**Fold Change**	**P-value**	**Gene**	**Fold Change**	**P-value**
*lect2l*	0.057	0.044	*ptgds*	0.24	0.022
*tbx16*	0.066	0.024	*trac*	0.25	0.006
*gfi1.1*	0.067	0.029	*gadd45bl*	0.26	0.020
*egln3*	0.081	0.018	*gnrh2*	0.30	0.041
*psme1*	0.084	0.040	*oc90*	0.30	0.049
*tbx24*	0.096	0.027	*flncb*	0.34	0.049
*pim1*	0.097	0.025	*gpx4a*	0.34	0.045
*tbx6*	0.098	0.037	*plekhf1*	0.35	0.047
*pcdh8*	0.104	0.045	*cryaba*	0.35	0.038
*ptgs2b*	0.104	0.015	*ddb2*	0.36	0.042
*cyp24a1l*	0.114	0.045	*hdr*	0.36	0.046
*ctsc*	0.116	0.009	*rspo1*	0.37	0.044
*ripply2*	0.121	0.042	*optc*	0.37	0.024
*cyp11a1*	0.125	0.048	*fech*	0.39	0.040

**Table 4:** Strongly-affected functional groupings (based on Ingenuity Pathway Analysis and Gene Ontology databases) with selected genes that were significantly affected by GR knockdown at both 24 and 36 hpf, with their fold-change values at each timepoint.

**Functional Grouping**	**Subgroupings: Selected Genes (24 hpf fold change, 36 hpf fold change)**
Cardiac and skeletal muscle	Cardiac ATPases: *atp2a1* (1.76, 2.59), *atp2a2a* (0.21, 0.69)
	Muscle metabolism: *ckmb* (3.03. 2.92), *pfkma* (5.91, 10.91)
	Structural proteins: *mylk3* (2.7, 3.35), *mylz2* (3.93, 2.19), *mylz3* (3.78, 4.37) *myom1a* (3.2, 2.9), *tmod4* (2.46, 2.10), *tnnc* (2.12, 1.92), *tnnt1* (1.84, 0.41), *tnnt3a* (4.75, 3.97), *tnnt3b* (6.38, 7.12), *ttna* (3.61, 2.23), *ttnb* (1.8, 2.4)
Cell adhesion, extracellular matrix	Cadherins: *cadm2a* (2.69, 2.73), *cadm4* (1.46, 1.68)
	Claudins: *cldne* (0.54, 0.50), *cldnf* (0.69, 1.61)
	Collagens: *col1a1* (2.2, 2.68), *col1a2* (1.96, 2.12), *col1a3* (3.19, 3.05), *col6a1* (2.14, 3.05), *col6a2* (2.72, 2.99)
	Connexins: *cx23* (4.15, 4.41), *cx44.1* (9.96, 2.79)
	Protocadherins: *pcdh17* (2.18, 1.97), *pcdh1a4* (2.4, 1.37), *pcdh1g18* (2.1, 1.69), *pcdh1gb2* (2.03, 1.84), *pcdh2ac* (1.93, 2.35)
	Others: *chad* (20.3, 9.65), *itgb1b.2* (3.15, 3.0)
Developmental morphogens	BMP signaling: *smad3b* (2.6, 2.96), *smad7* (0.54, 1.71)
	Hairy-related proteins: *her3* (0.56, 0.69), *her5* (0.34. 2.77)
	Others: *agr2* (2.51, 2.13), *gdf11* (1.34, 2.58),
Endocrine systems	Hormones: *avpl* (1.85, 2.75), *calca* (6.71, 2.49), *pyya* (6.15, 9.89)
	Others: *igfbp3* (1.63, 1.86), *npy1r* (2.54, 2.91), *nr5a1b* (3.18, 3.61)
Neurogenesis	Atonal homologs: *atoh2a* (2.71, 3.74), *atoh2b* (4.94, 3.00)
	LIM-domain proteins: *ldb3a* (2.2, 3.22), *ldb3b* (2.86, 3.18), *lhx1b* (1.61, 2.64), *lhx6* (3.30, 6.82)
	Others: *neurod4* (2.28, 3.27), *sox4a* (1.67, 2.732.), *sox9b* (0.39, 1.95)
Organogenesis	*mmp23a* (2.42. 2.57), *pdlim7* (2.69, 2.70), *otpb* (2.73, 2.65)
Vasculature	Clotting factors: *f5* (3.55, 2.72), *f7i* (2.46, 2.17)
	Others: *ank1* (2.95, 2.87), *vegfab* (1.76, 1.85)

### 3.2: Results of pathway analysis

Functional analysis using Ingenuity Pathway Analysis revealed networks of genes with known major developmental effects that were affected by GR knockdown. We have selected the top 8 networks, based on the “high score” output obtained with the IPA program reflecting a large number of affected genes in a network, and they were categorized as developmentally relevant (Figure 3). The genes and the relative numbers that were upregulated or downregulated in each network at 24 hpf (Figure 3A) and 36 hpf (Figure 3B) are provided. 

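Of 179 genes listed in the 8 networks at 24 hpf, 150 were tested and 139 were changed, 65 higher and 74 lower in the arrays labelled MO. The smallest share was in embryonic development, where 13 of 16 tested genes were changed. Of 185 genes listed in the 8 networks at 36 hpf, 158 were tested and 57 were changed, 13 higher and 44 lower. In cell-to-cell signaling 15 of 24 tested genes were changed, all of them lower. In cellular movement 6 of 23 were changed, all of them higher. The study drew these lists from its changed genes on these samples.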

The genes that are grouped into these networks, the change in their expression, and their IPA scores are listed in Tables 5 (24 hpf) and 6 (36 hpf). 

**Figure 3:**
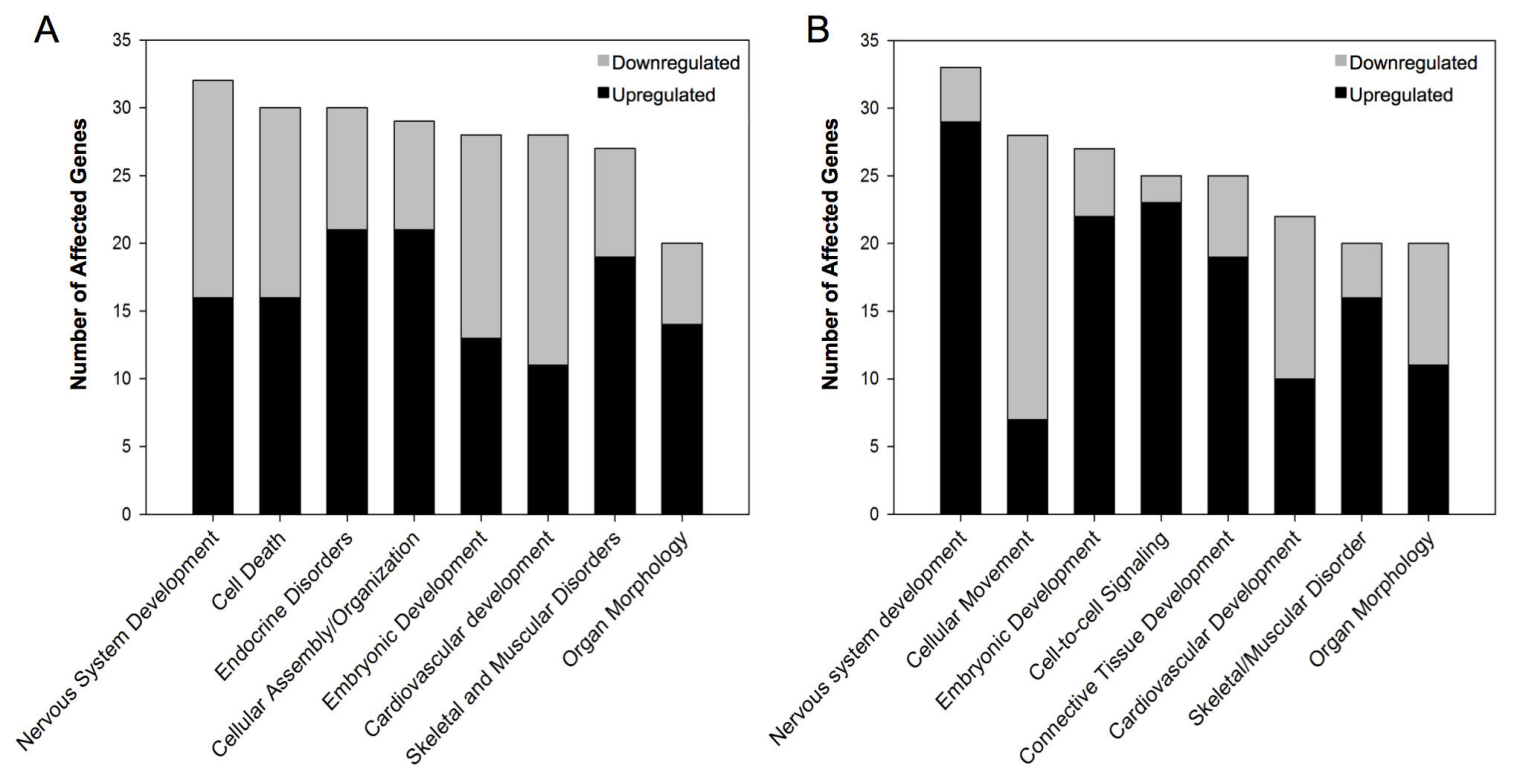
Functional annotation (using Ingenuity Pathway Analysis software) of genes that were upregulated and downregulated by GR knockdown. Ingenuity pathway analysis software identified prominent developmental pathways that were significantly affected by GR knockdown based on the significantly changed genes at 24 hpf (A) and 36 hpf (B). Each pathway is named and the total number of genes as well as the number of upregulated and downregulated genes is listed (See Tables 5 and 6 for complete list of genes).

**Table 5:** Gene-regulatory networks that are GR responsive as identified by Ingenuity Pathway Analysis (IPA) at 24 hpf and the calculated IPA score (higher scores denote more strongly affected pathway).

**Network**	**Genes**	**IPA Score**
Nervous system development	ascl1, calhm2, cbp(family), *cdc40, * ***cs*** *, etv4* ***,fev*** *, * ***gad1***, hdac, hes6, hes7, hes1, ***hlx1*** *, jag2* ***,klf2b*** *, krt8, mapk3, * ***mfng*** *, mpzl2, mpzl3, mtf2, * ***ndrg4*** *, notch2, notch* ***,rab38*** *, smad2, * ***smpx*** *, spry2* ***,tbr1*** *, tbx3b* ***,tph2*** *, * ***ubtf*** *, unc5b*, zeb1	45
Cell death	***adh5,aig1,aox1,aplp1,btbd2*** *, dhrs3a*, DNA-directed DNA polymerase, ***idh2,igsf21a,mthfsd,nae1*** *, piwil1, plk2, * ***pola1,pold2,ppa1,prim1***, rab5, ras homolog, *rchy1*, rho gdi, *rprm, * ***sat1***, sec 61a1, sec *61b* ***,spon1a*** *, ssr1*, tip60, *tmbim1, tp63, tp73, tp53bp2*, tsc22d1, unc119, *xpo7*	41
Endocrine disorders	***adcyap1b*** *, adora2a, arid3b, * ***camkv***, creb, dcaf13*, * ***gmps*** *, grhl1, hnf1a, hnf4a, * ***ins***, insulin**, *isoc2***, ldl, ***me3,mecr,mrps18c,nr4a2a,opa3***, penk, ***pex12,plekha8***, proinsulin, *ptpn4, * ***rab3d,rb1,rbks***, rsk, *runx1, * ***shox***, slc25a18, ***spata6*** *, ssr2, * ***syt11a,tmtc4***	40
Cellular assembly & organization	***acat1*** *, arnt2*, atpase, bves, ***calb2l,celf2,clstn1,cltcb*** *, ctssb.1, * ***entpd2a.1,irx2a,irx4a***, ldl-cholesterol, ***metap2l***, mmp, *mogat2, * ***myh6***, myh7, napg, ***nsf,plp1a***, pp1 protein complex group, *rab24*, s100a4**, *snap25***, snare, ***snx5***, stx1b, ***stxbp1***, syntaxin, ***syt4***, tcfl71, txnrd3, *vamp3, * ***zbtb33***	39
Embryonic development	14-3-3, ***afmid***, arl4a, *arntl2, * ***arrb1***, box, cbp/p300, ***cryba2a,cryba4*** *, cyp11a1, * ***epas1***, gar1, growth hormone**, *gstt1a***, hcg, histone h3, histone h4, hmga2, *hoxa10b* ***,igfbp2a,igbp3***, importin alpha, ***kpna2*** *, lef1, * ***maf***, mop10, nudt21, ***pbx1a*** *, pno1, sesn1, setd8a, shd, * ***tcf7l2*** *, tfap2a, * ***tfap2b***	37
Cardiovascular development	akap12, asf1a, *bcam*, c-src, *dusp5, egln3, eif3ea, * ***figf*** *, gata1, gata4, gata6*, gata, *gem*, hbe1, hedgehog, ***heyl,hmbsb*** *, hoxb7a, * ***htatip2*** *, jmjd6, * ***klf13l***, lama6, ***lamb2,lmo1*** *, lmo2*, mucin, ***os9***, parp, pim2, *ptpru*, secretase gamma, *sp8, tal1, * ***tal2,vegfab***	35
Skeletal and muscular disorders	***acot7,actn3a,actn3a***, alpha catenin, aph1a, ***aqp11*** *, arrdc2, * ***c*8*g***, cadherin, cdd2ap, *cdh2, * ***cdh4***, cdhe/cdhn, chmp4a, ***col6a1,col6a2*** *, dmrt2a*, dynamin, *egfr*, endophilin, ***fah***, g-actin, *invs, * ***lim2.4***, matn2, ***mdh1,parvb,pdcd6ip,pdlim7*** *, pxk, * ***sh3gl2,sparcl1*** *, thbs4b, * ***tnnt3***	35
Organ morphology	***alas2*** *, apoa1*, ck1, *cpn1*, creatine kinase, cry2, elastase, *fbln1, * ***fgb,fgf13,fgg***, fibrin, ***fibrinogen***, gpIIb-IIIa, integrin alpha V beta, mapk, *myf5, * ***myf6*** *, myog, nr6a1a, * ***pde5a*** *, per1b, * ***rgs20,scn4ab,setd3,sgcd,sgce,sgcg*** *, six4.2*, slc39a7, sox2-oct4-nanog, stat3-stat3, ***sucla2***, tni, troponin 1	23

Italicized and bold indicates significantly upregulated genes, while genes that are only italicized are downregulated.

The IPA software also generated pathway networks that show interaction among significantly different genes and are classified according to their function. These networks were used, along with information about the cellular location and the fold change of the genes, to create interactome networks that describe cellular and whole-animal processes that appear to be strongly GR-responsive (Figure 4). At both 24 and 36 hpf, the development of the nervous system was identified as the process most strongly disrupted by GR knockdown (Figures 4A and 4B). In addition, we identified other functionally relevant processes that were identified as GR-responsive by the IPA software and that are indicative of the previously characterized GR knockdown phenotype [6]. These include transcripts involved in DNA replication and metabolic regulation at 24 hpf (Figure 4C), and cardiovascular development (Figure 4D) and developmental disorders (Figure 4E) at 36 hpf.

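Of the genes listed for nervous system development, 24 of 26 were tested at 24 hpf and 21 were changed, 11 higher and 10 lower in the arrays labelled MO. At 36 hpf 25 of 29 were tested and 12 were changed, 1 higher and 11 lower. The pathway software that ranks the processes was not used here.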

**Figure 4:**
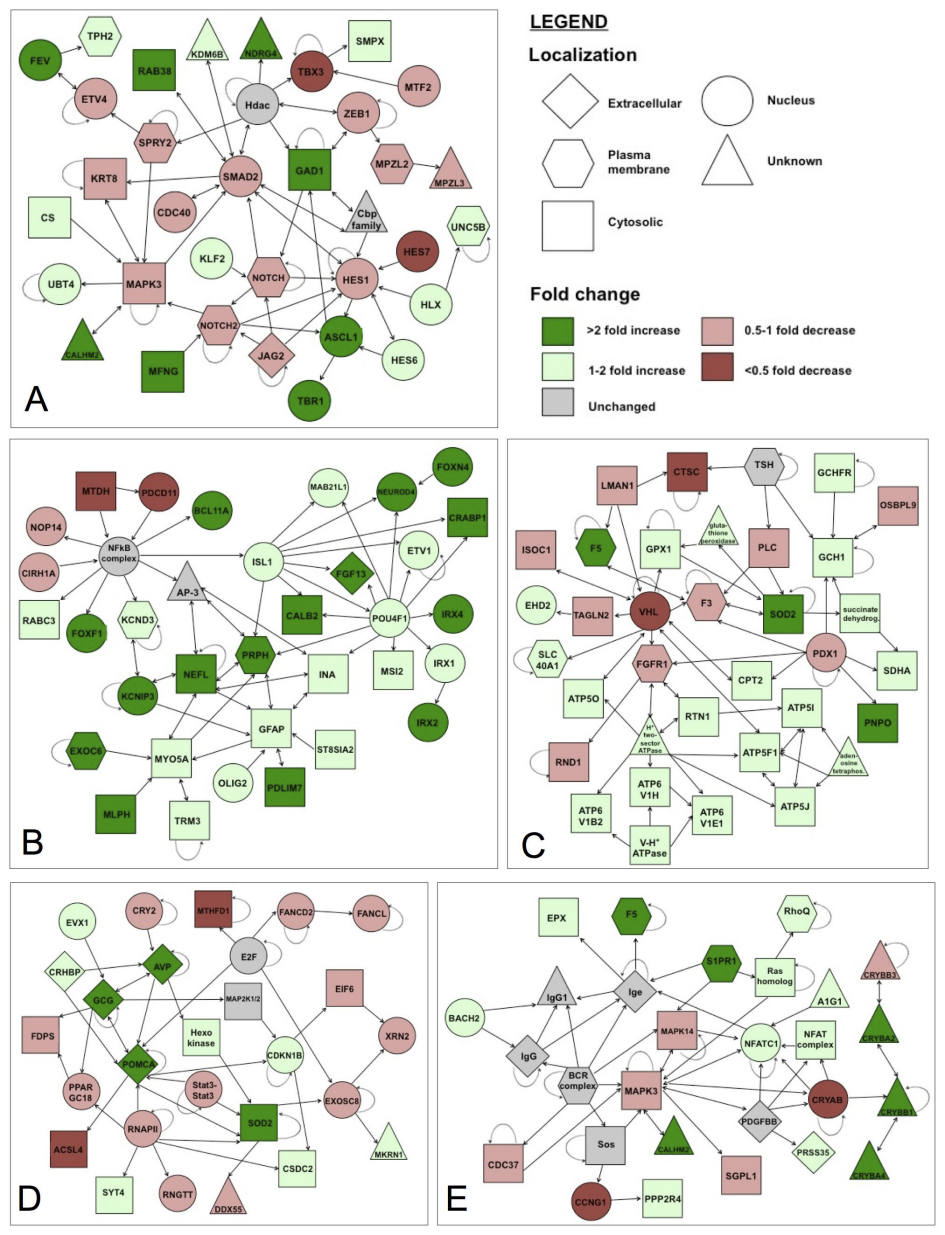
Interactome networks of select pathways identified as GR responsive by Ingenuity Pathway Analysis software. The IPA software organized and classified genes to identify important networks that were modulated by GR knockdown. These interactome networks detail the regulatory connections between genes as detailed by the connective arrows. The most strongly affected process was nervous system development at both 24 hpf (A) and 36 hpf (B). Other interesting pathways are DNA replication and energy production at 24 hpf (C), cardiovascular development at 36 hpf (D) and developmental disorders at 36 hpf (E). These final 3 pathways each involve a gene that were quantified by qPCR (Figure 4): *f5* (C, E), and *pomca* (D). Single-way arrows indicate one gene regulating another, two-sided arrows indicate co-regulation, looped arrows indicate self-regulation. The shape of each member of the network indicates its cellular location (according to IPA software classifications): Extracellular (diamond); plasma membrane (hexagon); cytosol (square); nucleus (circle); unknown (triangle). The color of each member of the network indicates its mean fold change range: >2 (dark green); 1-2 (light green); unchanged (grey); 0.5-1 (light red), <0.5 (dark red).

### 3.3: Confirmation by quantitative PCR

To confirm the reliability of the microarray results, abundance of selected transcripts at 36 hpf were quantified using qPCR (Figure 5). 

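Of the 7 genes of Table 7, 6 were tested at 36 hpf. All 6 were lower in the arrays labelled MO, with the 3 values labelled MO below the 3 labelled MP, and 4 were changed. Expression of myom1a was -0.054 ± 0.42 in the arrays labelled MO and 1.47 ± 0.33 in those labelled MP (SD, n = 3 each), a log2 change of -1.53 (SE 0.28, adjusted p = 0.025). For star the log2 change was -2.81 (SE 0.53, adjusted p = 0.029). The probes of ff1d and mc1r were not well above background on any array labelled MO. Expression of ff1d was at least 1.2-fold lower (adjusted p = 0.026) and that of mc1r at least 1.44-fold lower (adjusted p = 0.042) there, and under normexp background correction the log2 change of ff1d was 0.077. These 4 calls were lost without MO replicate 3 and without each of the MP replicates. Without MP replicate 1 the log2 change was -1.72 for myom1a (adjusted p = 0.0648) and -2.73 for star (adjusted p = 0.112). The changes of f5 (log2 change -0.88, SE 0.25, adjusted p = 0.096) and pomca (-2.23, SE 0.68, adjusted p = 0.1) did not pass the threshold.

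**Figure D2:**
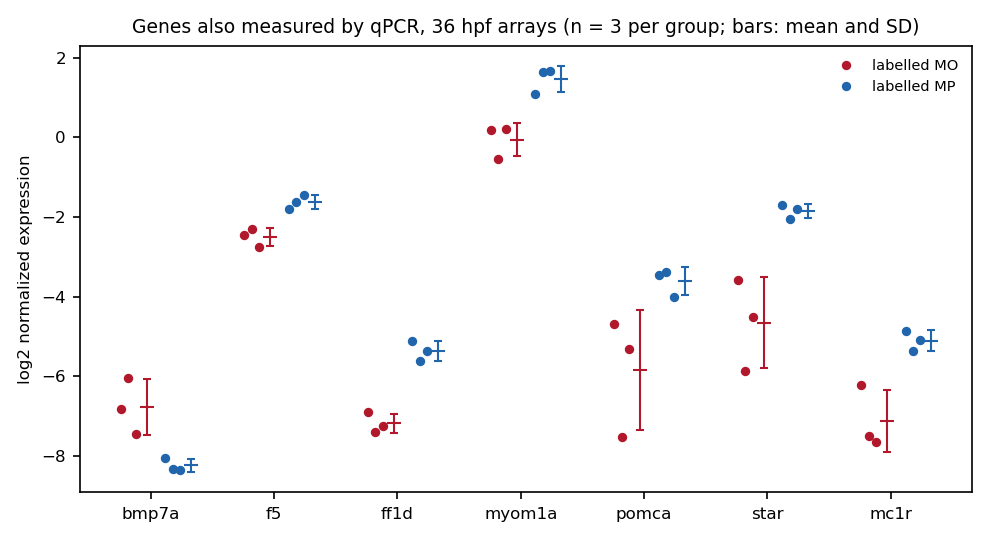
Log2 normalized expression (y axis) of the 7 genes of Table 7 in each 36 hpf array, grouped by the label MO or MP, with the mean and SD over the 3 arrays of a group. For 6 genes the points labelled MO lie below those labelled MP, and under normexp background correction the direction flips for ff1d. The points of bmp7a labelled MO lie above, on arrays that did not measure it well above background.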

Genes were selected that had relatively high fold-changes, which were also deemed of potential interest in understanding the developmental changes previously observed in GR morphants [6]. These included selected genes from networks identified by IPA software as strongly affected (*f5* - Figures 4C, 4E; *pomca* - Figure 4D), as well genes identified as functionally important in development or which may be involved in the GR knockdown phenotype (*bmp7a*, *ff1d*, *mc1r, myom1a*, *star*). The qPCR analysis of gene expression was in agreement with the microarray findings, with all measured genes showing changes in the same direction and of similar magnitudes (Table 7, Figure 5). In addition, the fold-changes for all 7 genes were statistically significant with qPCR (Figure 5). This included *bmp7a*, which although having a strong reduction in fold-change (0.341), was not statistically significant in the microarray data. 

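The probe of bmp7a was not well above background on any of the arrays at 36 hpf, so the gene was not tested and no fold change is given. Its log2 normalized expression was -6.78 ± 0.71 in the arrays labelled MO and -8.24 ± 0.17 in those labelled MP (SD, n = 3 each).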

Table 7 shows the exact measured fold-changes and p-values for each gene examined, and Figure 5 is a graphical representation of the normalized expression, in arbitrary units. 

**Figure 5:**
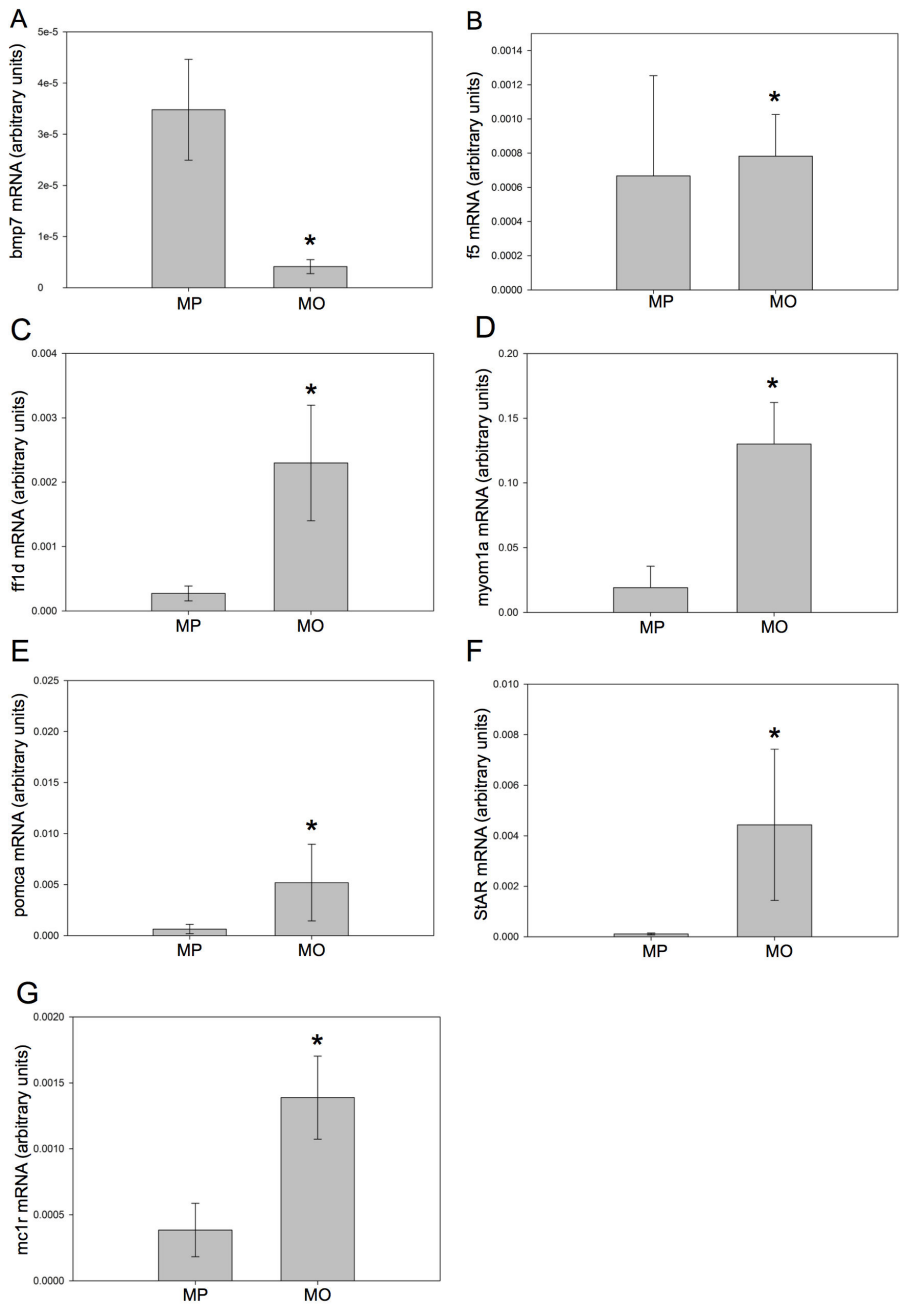
Confirmation of microarray findings by qPCR analysis. qPCR analysis was performed on 7 genes to confirm the transcript abundance seen with the microarray analysis. The selected genes were *bmp7a* (A), *f5* (B)*, ff1d* (C), *myom1a* (D), *pomca* (E), star (F), *mc1r* (G). Data is presented as mean ± standard error of the mean (normalized to β-actin, SEM; n=5-7 pools of 25 embryos each); * denotes statistical significance (*t*-test, p<0.05). (See Table 7 for fold-changes and p-values).

**Table 7:** List of genes confirmed using microarray and qPCR with fold-changes and p-values.

**Gene**	**36 hpf fold-change (microarray)**	**P-value (microarray)**	**36 hpf fold-change (qPCR)**	**P-value (qPCR)**
*bmp7a*	0.341	0.57	0.13	0.02
*f5*	1.87	0.038	1.17	0.05
*ff1d*	3.61	0.046	8.49	0.007
*mc1r*	3.72	0.04	3.61	0.020
*myom1a*	2.90	0.044	2.34	0.013
*pomca*	3.64	0.042	5.99	0.022
*star*	5.87	0.031	7.05	0.032

## Discussion

We have identified genes and pathways that are GR-responsive during early development, underscoring a key role for GR as a major developmental regulator in zebrafish [4,6]. The transcriptomics approach used in this study allowed us to further confirm some of the developmental programming events as GR-responsive based on previous studies [4,6,8], but most importantly identified several novel developmental pathways that were not previously associated with GR signaling. 

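Whether a change differs between the time points was tested with the interaction of treatment with time in a limma fit of all 12 arrays. It passed the threshold for 161 of 10393 genes, with the change more positive at 36 hpf for 67 and more negative for 94. Of the 122 genes named here that it covered, 17 passed, and for 6 of these the change had opposite signs at the time points. The count was 384 under scaling to the positive control spots and 31 with the slide as a block.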

While there was a temporal difference in the number of significantly different transcripts in the GR morphants (higher at 24 hpf than at 36 hpf, Figure 1), a marked difference in the direction of change was also observed. The transition towards more upregulated (71%) than downregulated (29%) genes in the 36 hpf morphants points to a key role for GR signaling in the transient modulation of molecular programming events. The transient changes in overall transcript upregulation in the morphants suggest that GR activation may act as a suppressor of genes, including some key developmental transcription factors, during early development. 

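Of the changed genes at 24 hpf, 49.6% were lower in the arrays labelled MO, and at 36 hpf 69.7% were, or 99.0% under scaling to the positive control spots. The share at 36 hpf was lowest, 55.97%, in a single fit of all 12 arrays, and it was 57.81% without MO replicate 2. It was highest, 100%, under the methods' t-test, which left 2 genes on log2 values and 4 on linear values. From the transient changes in upregulation in the morphants, the paper proposes that GR activation may act as a suppressor of genes.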

The mechanism of GR-mediated suppression of transcription has been studied in mammalian models and appears to act via monomeric interaction of the ligand-receptor complex with other transcription factors [21,22]; however, the extent to which this occurs in teleosts remains unclear. Together with a previous study that used a high-density microarray to examine GR knockdown effects prior to MBT [8], it is becoming increasingly clear that GR actions during embryogenesis are complex but essential for development. 

### 4.1: BMP signaling pathway is GR-responsive

 We have previously indicated that the BMP signaling pathway is suppressed in response to GR knockdown [6], and the microarray results further confirm GR as a key regulator of BMP transcript levels during zebrafish development. We proposed that suppression of BMP signaling may play a role in the inhibitory effects of GR knockdown on global gene expression in zebrafish embryos, and the results of this study support this position. BMPs are important developmental morphogens that regulate developmental gene expression by activating the *smad* family of intracellular transcription factors [9]. Previously, we identified the GR-responsive BMP ligands *bmp2a*, *bmp2b*, *bmp4* [6], while this study revealed other novel members of the BMP signaling pathway, including the ligands *bmp3*, *bmp6*, *bmp7a*, and the receptors *bmpr1ab*, and *bmpr1b*. Expression of all of these genes was significantly downregulated at 24 hpf (Table S1), and this was further confirmed by quantifying *bmp7a* expression via qPCR (Figure 5A, Table 7). These results suggest that the regulation of BMP ligand and receptor expression by GR may be more widespread during zebrafish development than previously assumed. 

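At 24 hpf bmp3 (log2 change 0.89, SE 0.16, adjusted p = 0.0023), bmp6 (1.28, SE 0.14, adjusted p = 0.00015), bmp7a (1.68, SE 0.24, adjusted p = 0.00052), bmpr1ab (1.5, SE 0.099, adjusted p = 1e-05) and bmpr1b (1.18, SE 0.10, adjusted p = 3.6e-05) were higher in the arrays labelled MO. Each stayed past the threshold with each array left out in turn. At 36 hpf none of the 4 that were tested passed it, with log2 changes of 0.50 for bmpr1ab (adjusted p = 0.55) to 1.25 for bmpr1b (adjusted p = 0.16). Those of bmp3, bmp6 and bmpr1ab were -0.49, -0.49 and -0.67 under scaling to the positive control spots. A list of 18 BMP ligands and receptors was higher at 24 hpf, with a median log2 change of 0.49 (adjusted p = 0.00319 by camera with its preset correlation, 0.000178 by fry), and 11 of its genes were changed, all of them higher. Over the 17 genes tested at 36 hpf the median was 0.26 (adjusted p = 0.0953 by camera, 0.243 by fry), and it was -0.92 under scaling to the positive control spots. Over 100 ways of reassigning the labels, camera passed a median of 13 of 26 list tests, so its p-values here and below overstate the evidence. The paper names BMP genes from these same arrays, so the list is not independent support. The same holds for the lists of smad, sarcomere, proneural, crystallin, collagen and protocadherin genes below.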

The expression of the intracellular *smad* genes, including *smad 1, smad2*, and *smad7*, that transduce signals from BMP receptor binding [9] were significantly downregulated by GR knockdown (Tables S1 and S2). 

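Of smad1, smad2 and smad7, smad7 was changed at 24 hpf and none at 36 hpf. Expression of smad7 at 24 hpf was 1.27 ± 0.031 in the arrays labelled MO and 0.35 ± 0.036 in those labelled MP (SD, n = 3 each), a log2 change of 0.91 (SE 0.083, adjusted p = 5.3e-05). At 36 hpf the change was -0.77 (SE 0.22, adjusted p = 0.085), and the difference between the time points, -1.69, passed the interaction test (adjusted p = 0.0043). The log2 changes of smad1 were 0.27 (SE 0.17, adjusted p = 0.23) and 0.52 (SE 0.25, adjusted p = 0.27), and those of smad2 were 0.079 (SE 0.11, adjusted p = 0.57) and -0.12 (SE 0.32, adjusted p = 0.88). Under scaling to the positive control spots smad1 at 36 hpf was -0.65 and smad2 at 24 hpf -0.0077.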

Some of the *smad* genes, including *smad3a*, *smad3b*, and *smad7*, were upregulated in the GR knockdown group (Tables S1 and S2). However, these specific smad molecules have been shown to repress BMP signal transduction through *smad3* regulation of *smad7*, which has an inhibitory effect on the binding of other smad proteins to DNA [23,24]. Together, these results indicate a key role for GR signaling in the regulation of BMP-mediated functions and BMP-responsive genes during zebrafish embryogenesis. 

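Expression of smad3b was lower in the arrays labelled MO at 24 hpf (log2 change -1.33, SE 0.12, adjusted p = 5.9e-05) and at 36 hpf (-1.55, SE 0.25, adjusted p = 0.017). The call at 36 hpf was lost without MO replicate 3 and without each of the MP replicates, with an adjusted p of 0.0861 without MP replicate 2 (log2 change -1.40). The changes of smad3a at 24 hpf (-0.091, SE 0.11, adjusted p = 0.53) and at 36 hpf (-0.45, SE 0.21, adjusted p = 0.28) did not pass the threshold. Over a list of 9 smad genes the median log2 change was 0.080 at 24 hpf (adjusted p = 0.485 by camera, 0.0215 by fry) and -0.12 at 36 hpf (adjusted p = 0.27 by camera, 0.134 by fry). The median at 24 hpf was -0.0077 under scaling to the positive control spots and -0.0097 under normexp background correction.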

BMP signaling regulates a variety of important developmental processes, including dorsoventral patterning and initial mesodermal differentiation [9,25], as well as later morphogenic developments such as angiogenesis, myogenesis, and organogenesis [13,15]. These results lead us to hypothesize that cortisol and glucocorticoid receptor transcripts transferred from the mother may be essential for early patterning and developmental cell fate determinations, and the mechanism of action may involve modulation of BMP signaling.

### 4.2: GR-responsive pathways involved in cardiac and muscle development

In addition to BMP signaling, microarray analysis and pathway analysis identified pathways and gene interaction networks involved in skeletal/muscular disorders as being severely affected by GR knockdown (Tables 5 and 6, Figure 4). This supports recent studies showing that GR morphants displayed disrupted mesoderm formation, somitogenesis, and tail extension in GR morphant embryos [6,8]. There were several major muscle proteins among the genes that were significantly changed at both time points (Table 4), including myosins (*mylz2*, *mylz3*), troponins (*tnnt1*, *tnnt3a*, *tnnt3b*), titins (*ttna*, *ttnb*), and tropomodulin (*tmod4*). Transcript abundances of all these genes were significantly upregulated at both time points, further supporting and reinforcing the role of GR as a regulator of myogenesis [4,6]. 

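At 24 hpf the log2 changes were -1.52 for mylz2 (SE 0.14), -1.89 for mylz3 (SE 0.097), -0.84 for tnnt1 (SE 0.13), -2.21 for tnnt3a (SE 0.092), -2.63 for tnnt3b (SE 0.13), -1.83 for ttna (SE 0.15), -1.09 for ttnb (SE 0.11) and -1.24 for tmod4 (SE 0.091). All 8 were lower in the arrays labelled MO, with adjusted p from 1.1e-06 for tnnt3a to 0.00093 for tnnt1. At 36 hpf mylz3 (-2.23, SE 0.38, adjusted p = 0.021), tnnt3a (-2.14, SE 0.42, adjusted p = 0.029) and tnnt3b (-3.28, SE 0.66, adjusted p = 0.032) were changed. These 3 calls were lost without MO replicate 3 and without each of the MP replicates, with an adjusted p of 0.123 for tnnt3b without MP replicate 2 (log2 change -3.24). The changes of mylz2, tmod4, ttna and ttnb were -1.21, -1.08, -1.21 and -0.79 and did not pass the threshold, with adjusted p from 0.052 for tmod4 to 0.1 for ttnb. The change of tnnt1 at 36 hpf was 1.26 (SE 0.35, adjusted p = 0.076), and its difference from 24 hpf, 2.10, passed the interaction test (adjusted p = 0.027). A list of sarcomere genes was lower in the arrays labelled MO, with a median log2 change of -0.61 over 58 genes at 24 hpf (adjusted p = 7.81e-05 by camera, 0.000178 by fry) and -0.33 over 59 genes at 36 hpf (adjusted p = 0.000444 by camera, 0.0215 by fry). The paper picked muscle genes from these same arrays, so the list is not independent support.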

Muscle metabolic gene expression was also affected, including genes such as phosphofructokinase (*pfkma*) and creatine kinase (*ckma*), which were upregulated at both time points (Table 4). Together these results suggest that both muscle differentiation and muscle activity are increased in response to GR knockdown, although the coordination of this activity remains unclear. 

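Expression of pfkma was -3.67 ± 0.049 in the arrays labelled MO and -1.14 ± 0.20 in those labelled MP at 24 hpf (SD, n = 3 each), a log2 change of -2.53 (SE 0.14, adjusted p = 3.9e-06). The adjusted p at 36 hpf was 0.007 (SE 0.42), and without MP replicate 2 the change was -3.70 with an adjusted p of 0.0525. The log2 change of ckma was -1.45 (SE 0.18, adjusted p = 0.00023) at 24 hpf and -1.90 (SE 0.46, adjusted p = 0.051) at 36 hpf.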

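At 24 hpf expression was lower in the arrays labelled MO for mylk3 (log2 change -1.51, SE 0.27, adjusted p = 0.0018), tnnc (-1.07, SE 0.090, adjusted p = 3.6e-05) and atp2a1 (-1.10, SE 0.17, adjusted p = 8e-04), and higher for pdlim7 (0.60, SE 0.12, adjusted p = 0.0031). At 24 hpf 1 of the 3 arrays labelled MO measured mylk3 above background. At 36 hpf atp2a1 was changed (-1.40, SE 0.30, adjusted p = 0.038), and the call was lost without MO replicate 3 and without each of the MP replicates, with an adjusted p of 0.145 without MP replicate 1 (log2 change -1.30). The changes of tnnc (-0.98, SE 0.27, adjusted p = 0.079) and pdlim7 (0.48, SE 0.38, adjusted p = 0.51) did not pass the threshold, and that of pdlim7 was -0.70 under scaling to the positive control spots. No array labelled MO measured mylk3 above background at 36 hpf, where it was at least 1.37-fold lower without passing the threshold (adjusted p = 0.05).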

Alongside the changes to skeletal muscle genes, we also saw consistent disrupted expression of cardiac muscle structural genes at both time points (Table 4), including structural fibre proteins (*mylk3*, *tnnc*), atpases (*atp2a1*, *atp2a2a*), and the cardiac transcription factor *pdlim7*. Recently we showed that exogenous cortisol administration disrupted zebrafish cardiac development, and identified some key genes, including the calcium ATPase *atp2a2a* and the cardiac transcription factor *nkx2.5*, that were downregulated in response to increased embryonic cortisol content [7]. 

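The transcription factor nkx2.5 had a log2 normalized expression of -2.80 ± 0.068 in the arrays labelled MO and -3.68 ± 0.19 in those labelled MP at 24 hpf (SD, n = 3 each), a log2 change of 0.88 (SE 0.15, adjusted p = 0.0013). At 36 hpf its change was 1.08 (SE 0.35, adjusted p = 0.12), and -0.10 under scaling to the positive control spots. The calcium ATPase atp2a2a was higher in the arrays labelled MO at 24 hpf (log2 change 1.06, SE 0.088, adjusted p = 3.4e-05). At 36 hpf its change was 0.56 (SE 0.18, adjusted p = 0.11), and -0.62 under that scaling.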

Interestingly, these genes were also downregulated in response to GR knockdown (Tables 4, S1, and S2), leading us to hypothesize that the mode of action of abnormal zygotic cortisol content on cardiac development may involve disruption of GR signaling. Our findings in this study point to a complex regulation of cardiac development by glucocorticoid signaling, but the mechanisms involved are far from clear. It should be noted that the GR knockdown phenotype did not display cardiac edema, but there was no observable blood flow in the morphant embryos at any point in development (Nesan and Vijayan, unpublished). It is unclear whether this lack of blood flow was due to disrupted cardiogenesis or abnormal vascularization. The vascular transcription factor *vegfab* was upregulated at both 24 hpf and 36 hpf (Table 4). 

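Expression of vegfab was -2.34 ± 0.078 in the arrays labelled MO and -1.63 ± 0.024 in those labelled MP at 24 hpf (SD, n = 3 each), a log2 change of -0.71 (SE 0.11, adjusted p = 0.0012). The change at 36 hpf was -0.90 (SE 0.28, adjusted p = 0.13), and with each array left out in turn it stayed between -1.15 and -0.75.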

Knockdown of *vegfab* inhibits angiogenesis and hematopoiesis [26], but no studies have tested the effects of overexpression of *vegfab* on the developing zebrafish embryo. Our findings also show a sustained upregulation of two clotting factors, *f5* and *f7i* (Table 4), presenting a possible mechanism for the lack of blood flow in morphant embryos. 

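At 24 hpf f5 (log2 change -1.72, SE 0.14, adjusted p = 4.2e-05) and f7i (-1.27, SE 0.14, adjusted p = 0.00013) were lower in the arrays labelled MO, and both stayed past the threshold with each array left out in turn. The change of f7i at 36 hpf was -1.11 (SE 0.28, adjusted p = 0.058) and did not pass the threshold.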

If clotting factors are overexpressed, it may impede blood flow or prevent extension of developing vasculature. We further confirmed the upregulation of *f5* by qPCR (Figure 4B). A linkage between VEGF and clotting factors has been established in mammalian models [27] and while VEGF is known to induce hematopoiesis in zebrafish [26], it is unclear whether it regulates clotting factors for this action. Although angiogenesis is a complex process involving multiple pathways, the sustained upregulation of *vegfab* implies that GR signaling plays a role in modulating this critical developmental process, and may be involved the development of the circulatory system. 

**Table 6:** Gene-regulatory networks that are GR responsive, identified by IPA at 36 hpf and the calculated IPA score (higher scores denote more strongly affected pathways).

**Network**	**Genes**	**IPA Score**
Nervous system development	ap-3, ***bcl11a,calb2*** *, cirh1a, * ***crabp1,etv1,exoc6,fgf13l,foxf1,gfap***, ina, ***irx1a,irx2a,irx4a,isl1,kcnd3,kcnip3,mab21l1,mlphb,msi2b***, mtdh, ***myo5a,nefl,neurod4***, nfkβ (complex), *nop14, * ***olig2*** *, pdcd11, * ***pdlim7,pou4f1,prph,rab3c***, st9sia2, ***trim3b***	55
Cellular movement	***bmpr2b***, cofilin, ***dck*** *, ddx56, dhx16, dhx37*, DNA-directed RNA polymerase, ***eaf1*** *, ebna1bp2l, fbl, gtf2f1, * ***hnrnpm***, holo RNA polymerase II, *med19b, mybbp1a, nat10, ncl, nop56, npm1, oc90*, p70 56k, ***pdcd4b*** *, pes, polr1a, polr2b, polr2e*, ras, rnr, *rrp12*, smad1/5/8, srsf1, *ssb, * ***trpc1*** *, tsr1, wdr12*	42
Embryonic development	adrb, ***barx1***, bmp, crmp, ***dpysl2,dpysl4,dpysl5b,fbp2,gck,glud1b,gng3*** *, gng12, * ***gpc3***, hedgehog, *ihha, * ***insm1a***, jnk, l1cam, ***meis2***, nbl1, neurod1, ***nkx2.2a,pax6a,pfkb2,plp1a***, ppp2c, proinsulin, ***ptprn2,ptprn,pyya*** *,* sec *62, * ***sh3gl2***, sox2-oct4-nanog, *stam2, yes1*	40
Cell-to-cell signaling	***ache***, achr, akt, ampa receptor, cacn, ***cacna1s,cacna2d1a,cacng2***, caveolin, ***chrna4,cnih2,gnb5,gria2***, K channel, ***l-typecalciumchannel* (*cacna1s***)***,magi1*** *, musk*, n—type calcium channel, ***napg,neurod2,nptn,nrxn1b,nrxn2,nrxn3b,nsf,nxph1,rgs7bp,snap25***, snare, ***sncb***, stx1b, ***stxbp1,syntaxin* (*syn2a,syn2b***)***,vamp1,vamp2***	36
Connective tissue development	20s proteasome, 26s proteasome, ***abcc9*** *, amt, * ***arl15b,c1qtnf4,cdh10,chemokine* (*ccl-c11b***)***,clstn1,dcp1a*** *, dennd4a, * ***dnase1l3***, estrogen receptor, ***gapdh***, growth hormone, hsp70, hsp90, ***kal1a*** *, mdm2, * ***mmp24***, mmp, *nfkbiab*, nos, ***nr3c1,onecut1,pax3a,pgam1b,ret,serinc1,tbx15***, tfrc, ubiquitin, *wdr3, * ***ywhag2,znf326***	33
Cardiovascular development	*acsl4a*, avp, cdc2, cdkn18, creb, ***crhbp***, cry2, ***csdc2***, cyclin a, cyclin d, cyclin 3, *ddx55*, e2f, *eif6, * ***evx1*** *, exosc8, fancd2, fancl, fdps, * ***gcga***, got, hexokinase, map2k1/2, ***mkrn1*** *, mthfd1, * ***pomca*** *, ppargc1b*, rb, rna polymerase II, *rngtt*, rsk, ***sod2*** *, stat3-stat3, * ***syt4*** *, xrn2*	27
Skeletal/muscular disorders	14-3-3, ***acta1b,actn3a***, aldh3b1, alpha actinin, alpha catenin, ***calmodulin* (*calm1b***)***,camk2a,camk2d2,col1a1,col6a1,col6a2***, collagen type I, ***ctnna2*** *, edf1, * ***elavl4***, f actin, ***grin1b***, hsp27, itpr, ***kif23,ktn1,lrrtm1***, neurod6, pdgf (complex), pp2a, raf, rap1, *rgn, * ***smad7***, smad, smad2/3-smad4, spectrin, ***syt9b*** *, tpm3*	25
Organ morphology	*Adam17a, * ***agr2***, ampk, bhlhe41, *crlf1a*, dll1, *edn1, * ***elmo1,endothelinreceptor* (*ednrb1***)*, gtf3aa*, hdl, mlc, *mphosph10, * ***mstn***, myl4, mylpf, myosin, nadph oxidase, notch, pk, plc beta, pp1 protein complex group, pro-inflammatory cytokine, ***ptf1a***, rdx, ***rem1***, rock, *scn4aa, * ***scn4ab***, slc9a3r1, ***sp4***, tsh, ***ttn,vamp1,vegfab***	22

Italicized and bold indicates significantly upregulated genes, while genes that are only italicized are downregulated.

### 4.3: GR-responsive pathways in neurogenesis and eye formation

Another key pathway that was GR-responsive identified based on IPA interactome mapping was the development of the nervous system, which was ranked as the most strongly affected by GR knockdown (Tables 5 and 6, Figures 4A and 4B). Pathway analysis also determined that the neuron proliferation would be increased at 36 hpf. This outcome is reflected in the consistent higher expression of key genes involved in neurogenesis, including zebrafish homologs of the classical proneural gene *atonal* (*atoh2a*, *atoh2b*), at both time points (Table 4). These two genes are also known as *neurod6a* and *neurod6b*, and expression of a third neurogenic differentiation gene (*neurod4*) was also shown to be upregulated in response to GR knockdown (Table 4). 

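The log2 change of atoh2a was -1.39 (SE 0.27, adjusted p = 0.0027) at 24 hpf and -2.04 (SE 0.44, adjusted p = 0.039) at 36 hpf, where 2 of the 3 arrays labelled MO measured it above background. The call at 36 hpf was lost without MO replicate 3 and without each of the MP replicates, with an adjusted p of 0.143 without MP replicate 1 (log2 change -1.95). The log2 change of atoh2b was -2.29 (SE 0.21, adjusted p = 5.4e-05) at 24 hpf and -1.98 (SE 0.65, adjusted p = 0.13) at 36 hpf. A list of proneural genes was lower in the arrays labelled MO, with a median log2 change of -0.96 over 9 genes at 24 hpf (adjusted p = 0.000486 by camera, 0.000135 by fry) and -1.68 over 10 genes at 36 hpf (adjusted p = 5.08e-08 by camera, 0.0024 by fry). The paper picked proneural genes from these same arrays, so the list is not independent support, and the p-values by camera overstate the evidence.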

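Expression of neurod4 was 1.45 ± 0.22 in the arrays labelled MO and 2.34 ± 0.44 in those labelled MP at 24 hpf, and 1.55 ± 0.39 and 3.25 ± 0.23 at 36 hpf (SD, n = 3 each). The log2 changes were -0.89 (SE 0.21, adjusted p = 0.0071) and -1.71 (SE 0.24, adjusted p = 0.013). The call at 36 hpf was lost without MO replicate 3, MP replicate 1 or MP replicate 2, with an adjusted p of 0.0715 without MP replicate 2 (log2 change -1.69).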

All three of these genes are expressed in the zebrafish olfactory bulb [28], and play a role in vertebrate retinal patterning [29]. Together, the change in expression of these neurogenic genes indicates that GR signaling may play a role in mediating the formation of sensory apparatus and receptors. 

Retinal malformation may also occur as a result of the disrupted expression of *sox9b*, which showed a temporal expression pattern in GR morphants; downregulated at 24 hpf (Table 4, fold change 0.39) and upregulated at 36 hpf (Table 4, fold change 1.95). 

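At 24 hpf sox9b was higher in the arrays labelled MO, with 0.21 ± 0.11 against -1.29 ± 0.45 (SD, n = 3 each), a log2 change of 1.5 (SE 0.20, adjusted p = 4e-04). At 36 hpf the values were -1.24 ± 1.15 and -1.04 ± 0.22 (SD, n = 3 each), and the log2 change of -0.19 (SE 0.52, adjusted p = 0.87) was smaller than the spread of the arrays labelled MO. Leaving out each array in turn gave -0.85 to 0.20. The difference between the time points, -1.69, did not pass the interaction test (adjusted p = 0.21).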

Numerous *sox9* targets have been identified, including cartilage and the pectoral fin, but analysis of *sox9* mutants showed a linkage to retinal neurogenesis in zebrafish [30]. 

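Expression of cryba2a was -2.85 ± 0.39 in the arrays labelled MO and 0.67 ± 0.019 in those labelled MP at 24 hpf, and -0.78 ± 1.84 and 3.29 ± 0.37 at 36 hpf (SD, n = 3 each). The log2 changes were -3.51 (SE 0.18, adjusted p = 3e-06) and -4.06 (SE 0.79, adjusted p = 0.029). For cryba4 they were -2.47 (SE 0.18, adjusted p = 1.8e-05) and -3.67 (SE 0.63, adjusted p = 0.022). At 24 hpf crygm2b had a log2 change of -2.05 (SE 0.47, adjusted p = 0.0069), and the larger change at 36 hpf passed the interaction test (difference -3.52, adjusted p = 0.031). The probe of crygm2a was well above background on 1 array labelled MO and 2 labelled MP at 24 hpf and was not tested there. At 36 hpf its log2 change was -5.11 (SE 0.54, adjusted p = 0.0057), with 1 of the 3 arrays labelled MO above background. The calls of cryba2a and cryba4 at 36 hpf were lost without MO replicate 3 and without each of the MP replicates, with adjusted p of 0.119 and 0.102 without MP replicate 2 (log2 changes -4.00 and -3.64). That of crygm2a was lost without MP replicate 2 (log2 change -5.04, adjusted p = 0.0525). The list of crystallin genes was lower in the arrays labelled MO, with a median log2 change of -1.90 over 25 genes at 24 hpf (adjusted p = 0.00172 by camera, 0.00249 by fry) and -3.88 over 27 genes at 36 hpf (adjusted p = 4.96e-18 by camera, 0.00354 by fry). At 24 hpf 9 of the 25 genes were higher in the arrays labelled MO and 5 of these were changed, and the median was -0.47 under normexp background correction. The p-values by camera overstate the evidence, since camera passes many lists under reassigned labels. The paper also picked crystallins from these same arrays, so the list is not independent support.

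**Figure D3:**
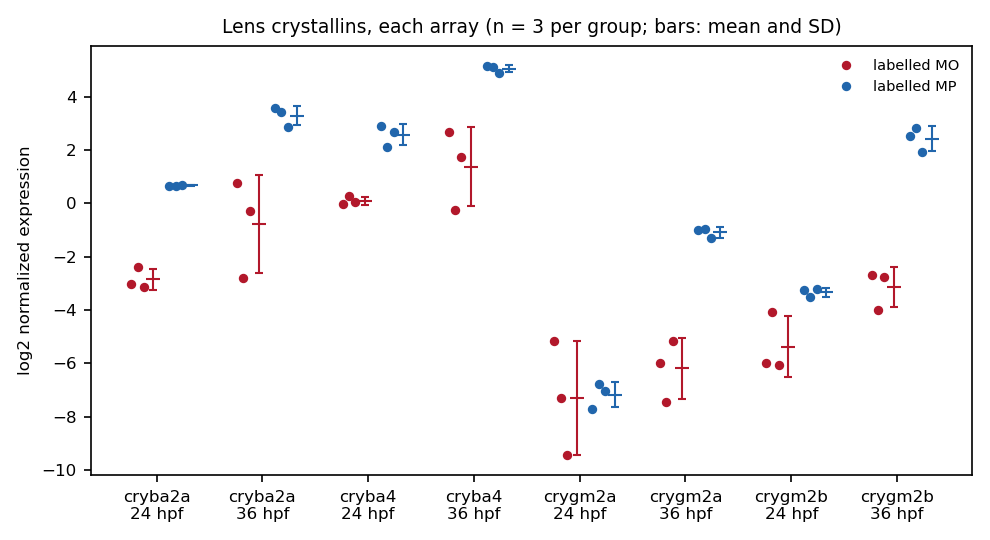
Log2 normalized expression (y axis) of 4 lens crystallin genes at 24 and 36 hpf in each array, grouped by the label MO or MP, with the mean and SD over the 3 arrays of a group. The points labelled MO lie below those labelled MP for each gene and time point except crygm2a at 24 hpf, where they overlap.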

The effects of GR knockdown on retinal development is of particular interest as some of the most strongly upregulated genes at both time points were lens crystalline proteins (Table 2; *cryba2a*, *cryba4*, *crygm2a*, *crygm2b*). Previous characterizations of GR morphant embryos did not reveal any noticeable effects on eye formation [6,8]. However, as the morphant embryos were only examined until 48 hpf and were developing at a slower pace [6], there may have been changes to lens or retinal formation that were not readily apparent. In zebrafish lens development, crystallins are the most abundant proteins, and are subdivided into three groupings, alpha-, beta-, and gamma-crystallins [31]. The beta-crystallins, such as *cryba2a* and *cryba4*, are expressed mainly during embryogenesis and gamma-crystallins, such as *crygm2a* and *crygm2b*, are expressed more prominently after embryogenesis in the lens of the juvenile zebrafish [32]. Alpha-crystallins tend to dominate in the mature and aging zebrafish lens [32]. 

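The probe of cryaba was well above background at 36 hpf on 1 of the 3 arrays labelled MO and on no array labelled MP. It was not tested there, and no fold change is given. At 24 hpf, where all 3 arrays labelled MO and 1 labelled MP measured it above background, the log2 change was 2.99 (SE 0.32, adjusted p = 0.00012).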

The only alpha-crystallin to be significantly affected by GR knockdown, *cryaba*, was downregulated at 36 hpf (fold change 0.35, Table S2). 

The reduction of *cryaba* expression after GR knockdown indicates that it may be under direct glucocorticoid control in zebrafish, a linkage that has already been identified in mammalian cell culture models [33]. In mammals, the alpha-crystallins are expressed in various extracellular regions where they act as small heat shock proteins (HSP) to protect cells from damage due to heat and metal stress. Alpha-crystallins do not seem to accumulate outside of the lens in zebrafish [34], and although some isoforms appear to be responsive to heat-shock, their localization remains unclear [35]. To our knowledge there have been no studies linking beta- or gamma-crystallins to the cortisol stress response, so GR influence on these proteins may be associated with lens development. These results imply that lens formation and/or maturation may be a glucocorticoid-dependent process, but this requires further study.

Cell-to-cell signaling, cellular assembly, and connective tissue development were among other major pathways identified as significantly affected by GR protein knockdown by pathway analysis (Tables 5 and 6). Multiple classes of cell adhesion genes showed sustained increases in expression at both time points, including cadherins, protocadherins, and numerous collagen fibres (Table 4). 

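At 24 hpf cadm2a (log2 change -1.41, SE 0.14, adjusted p = 9.1e-05) and cadm4 (-0.52, SE 0.12, adjusted p = 0.0064) were lower in the arrays labelled MO. With the mean of the gene's probes in place of 1 probe, cadm4 had a log2 change of 0.027. At 36 hpf cadm2a was changed (-1.27, SE 0.23, adjusted p = 0.024) and cadm4 was not (-0.73, SE 0.20, adjusted p = 0.073). Of the collagens of Table 4, col1a1, col1a2, col1a3 and col6a1 were lower at 24 hpf, with log2 changes from -1.65 for col1a3 to -0.97 for col1a2 and adjusted p from 2e-05 to 0.00013, and col6a2 was not changed (-0.54, SE 0.20, adjusted p = 0.056). At 36 hpf col1a1 (-1.42, SE 0.26, adjusted p = 0.027), col1a3 (-1.64, SE 0.31, adjusted p = 0.029) and col6a1 (-1.65, SE 0.28, adjusted p = 0.025) were changed. The calls of cadm2a and of these collagens at 36 hpf were lost without MO replicate 3 and without each of the MP replicates, with an adjusted p of 0.119 for col1a3 without MP replicate 1 (log2 change -1.51). The list of collagens had a median log2 change of -0.0096 over 12 genes at 24 hpf (adjusted p = 0.293 by camera, 0.0315 by fry) and -0.29 over 10 genes at 36 hpf (adjusted p = 0.0242 by camera, 0.0215 by fry).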

Cadherins have a variety of roles in development, mainly involving the movement of cells and tissue sheets during morphogenesis [36], and the specific cadherins upregulated at both timepoints (*cadm2a* and *cadm4*, Table 4) are among those involved in nervous system development [37,38]. Protocadherins are a major subclass of cadherins, and have a variety of effects in development, with recent research showing prominent protocadherin expression in the nervous system, specifically at synaptic boundaries [39]. 

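At 24 hpf the protocadherins pcdh1a4 (log2 change -1.19, SE 0.14, adjusted p = 0.00017), pcdh1g18 (-0.95, SE 0.12, adjusted p = 0.00034), pcdh1gb2 (-1.0, SE 0.16, adjusted p = 0.0012), pcdh2ac (-0.87, SE 0.12, adjusted p = 0.00038) and pcdh17 (-0.72, SE 0.13, adjusted p = 0.0024) were lower in the arrays labelled MO. At 36 hpf pcdh1a4 (-1.52, SE 0.23, adjusted p = 0.015) and pcdh2ac (-1.21, SE 0.24, adjusted p = 0.029) were changed, and pcdh1g18 (-0.42, SE 0.30, adjusted p = 0.46), pcdh1gb2 (-0.84, SE 0.24, adjusted p = 0.1) and pcdh17 (-0.95, SE 0.26, adjusted p = 0.087) were not. Both calls at 36 hpf were lost without MO replicate 3 and without each of the MP replicates, and without MP replicate 1 the adjusted p was 0.0786 for pcdh1a4 (log2 change -1.47) and 0.12 for pcdh2ac (log2 change -1.2). Over the list of 17 protocadherins at 24 hpf the median log2 change was -0.19 and the mean -0.010, camera gave the list as lower (adjusted p = 0.611) and fry as higher (adjusted p = 0.243). Over 15 at 36 hpf the median was -0.45 (adjusted p = 0.0012 by camera, 0.0215 by fry).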

Multiple variants of protocadherin-1 (*pcdh1a4, pcdh1g18*, *pcdh1gb2*), a protocadherin-2 gene (*pcdh2ac*), and protocadherin-17 (*pcdh17*) were all significantly upregulated at both 24 and 36 hpf (Table 4). The roles of the protocadherin-1 and -2 genes are generally unknown in zebrafish, although there is evidence linking protocadherins to zebrafish neurogenesis, as lack of alpha-protocadherins triggers neuronal death [40]. Studies in mice have implicated protocadherin-1 in multiple developmental processes, including many that overlap with established GR effects from previous studies or what we have inferred from these microarray findings. These pathways include neurogenesis, cardiovascular development, angiogenesis, and organogenesis [41], and protocadherin-2 also affects neurogenesis in human fetal models [42]. Among the protocadherin genes with significantly affected expression in this study, protocadherin-17 is the best studied and interestingly, it is expressed prominently in the eye, and its knockdown results in reduced cell proliferation in the retina [43]. There is also further evidence for disrupted eye formation in GR morphant embryos, as the two connexin genes that are significantly upregulated at both timepoints, *cx23* and *cx44.1* (Table 4), are both expressed in the embryonic zebrafish eye [44,45]. Together, the specific cadherins, protocadherins, and connexins that are upregulated in response to GR knockdown only lend further supporting evidence to a role for glucocorticoid signaling in neurogenesis and eye formation. 

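Expression of cx23 was -4.12 ± 0.089 in the arrays labelled MO and -2.07 ± 0.046 in those labelled MP at 24 hpf (SD, n = 3 each), a log2 change of -2.04 (SE 0.13, adjusted p = 7.7e-06). For cx44.1 the change was -3.25 (SE 0.16, adjusted p = 2.6e-06). Their changes at 36 hpf were -2.39 (SE 0.53, adjusted p = 0.042) and -1.43 (SE 0.27, adjusted p = 0.027), and the difference between the time points for cx44.1, 1.82, passed the interaction test (adjusted p = 0.011). Both calls at 36 hpf were lost without MO replicate 3 and without each of the MP replicates. Without MP replicate 2 the adjusted p was 0.147 for cx23 (log2 change -2.34) and 0.111 for cx44.1 (log2 change -1.28).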

The LIM-domain proteins are another class of neurogenic genes that exhibited altered expression after GR knockdown. Three specific LIM-domain proteins (*ldb3a*, *ldb3b*, *lhx1b*), were significantly upregulated at both time points (Table 4). 

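At 24 hpf ldb3a (log2 change -1.07, SE 0.090, adjusted p = 3.6e-05), ldb3b (-1.48, SE 0.13, adjusted p = 4.6e-05) and lhx1b (-0.73, SE 0.15, adjusted p = 0.0037) were lower in the arrays labelled MO. At 36 hpf ldb3a (-1.73, SE 0.28, adjusted p = 0.018) and ldb3b (-1.71, SE 0.35, adjusted p = 0.033) were changed and lhx1b was not (-1.42, SE 0.35, adjusted p = 0.052). Both calls at 36 hpf were lost without MO replicate 3 and without each of the MP replicates, with adjusted p of 0.0774 for ldb3a (log2 change -1.79) and 0.126 for ldb3b (log2 change -1.67) without MP replicate 1.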

Two LIM domain binding proteins (*ldb3a* and *ldb3b*), are anterior CNS markers during development [46], while *lhx1b* (also known as *lim6*) is a telencephalon marker [47]. Together, the overexpression of these genes is consistent with the predicted results of the IPA functional analysis and interactome maps that point to an activation of neuronal development (Figures 4A and 4B). 

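The marker lhx6 was lower in the arrays labelled MO at 24 hpf (log2 change -1.64, SE 0.16, adjusted p = 7.8e-05) and at 36 hpf (-2.70, SE 0.31, adjusted p = 0.0064). Without MP replicate 2 its change at 36 hpf was -2.59 with an adjusted p of 0.0557. The change of lhx8 at 24 hpf, 0.44 (SE 0.31, adjusted p = 0.28), was less than the spread of the arrays labelled MO (SD 0.66). At 36 hpf lhx8 was changed (-1.49, SE 0.34, adjusted p = 0.043), with 1 of the 3 arrays labelled MO above background. This call was kept only without MO replicate 2, and without MP replicate 1 the change was -1.22 with an adjusted p of 0.164.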

A second telencephalonic marker, *lhx6*, was also found to be significantly upregulated in the GR morphants at both time points (Table 4), while expression of *lhx8* showed a decrease at 24 hpf (fold change 0.76; Table S1). In addition to these telencephalon markers, the hypothalamic marker *otpb* was significantly upregulated at both timepoints (Table 4). 

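Expression of otpb was -0.79 ± 0.10 in the arrays labelled MO and 0.63 ± 0.11 in those labelled MP at 24 hpf, and 0.085 ± 0.39 and 1.47 ± 0.33 at 36 hpf (SD, n = 3 each). The log2 changes were -1.42 (SE 0.11, adjusted p = 1.8e-05) and -1.39 (SE 0.27, adjusted p = 0.029). The call at 36 hpf was lost without MO replicate 3 and without each of the MP replicates, with an adjusted p of 0.124 without MP replicate 1 (log2 change -1.29).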

The hypothalamus develops from the diencephalon and *otpb* is necessary for the specific development of hypothalamic dopaminergic neurons [48,49]. 

The potential involvement of glucocorticoid signaling in patterning the zebrafish hypothalamus is a very interesting finding, as the hypothalamus is the initial organizer for the stress response in vertebrates [1,2]. The dopaminergic neurons that are regulated by *otpb* produce the trophic hormones such as corticotropin-releasing hormone (CRH; or corticotropin-releasing factor, CRF, in fish) that will act on the anterior pituitary as part of the stress response and other coordinated endocrine actions [4]. Also, *otpb* is also required for the development of vasopressin-releasing cells [50]. GR knockdown increased the transcript abundance of arginine vasopressin (*avpl*), which has both osmoregulatory [51] and complex social actions [52] in mammals, but in fish appears to predominantly act to regulate social behavior in dominant/subordinate relationships [52]. This is an interesting linkage between GR knockdown and increased aggression via modified vasopressin expression in the brain. 

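Expression of avpl was -4.75 ± 0.19 in the arrays labelled MO and -3.81 ± 0.15 in those labelled MP at 24 hpf (SD, n = 3 each), a log2 change of -0.94 (SE 0.17, adjusted p = 0.0022). At 36 hpf the change was -1.43 (SE 0.30, adjusted p = 0.035), a call lost without MO replicate 3 and without each of the MP replicates (adjusted p = 0.139 and log2 change -1.25 without MP replicate 3).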

Numerous species of teleosts are known to adopt dominant/subordinate relationships within populations, and in trout this has been linked to differential activation in the stress response as measured by cortisol release [53]. Our findings in this study lead us to hypothesize that *otpb*, which is involved in development and differentiation of corticotropin-releasing factor producing dopaminergic neurons and vasopressin-expressing cells [4,50], may be active in the development of this social behavior and regulate the dominant or subordinate status of individual fish. As with previous pathways, with early embryonic GR activation only occurring via maternally deposited cortisol stores, this provides a potential role for the maternal stress state and subsequent possible alterations in cortisol deposition into the oocyte to determine the social status of offspring. 

Developmental regulation of the hypothalamus has been previously demonstrated in the ovine model where exogenous glucocorticoid exposure during early development disrupts the stress response in the mature animal by affecting circulating levels of corticotropin-releasing hormone [54]. The concept of glucocorticoid priming of the stress response is well-described in birds and reptiles, where maternal deposition into the egg is hypothesized as a stress signal that prepares the fetus for adverse conditions [55,56], but it is unknown whether this occurs in teleosts. We also observed an increased expression of other prominent genes associated with the stress response, including *pomca* and *star*, both of which were also confirmed by qPCR (Figures 5E, 5F, Table 6). 

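At 24 hpf pomca and star were lower in the arrays labelled MO. Expression of pomca was -6.40 ± 0.27 in the arrays labelled MO and -4.43 ± 0.21 in those labelled MP (SD, n = 3 each), a log2 change of -1.97 (SE 0.22, adjusted p = 0.00015). That of star changed by -1.06 (SE 0.21, adjusted p = 0.0029). At 36 hpf 2 of the 3 arrays labelled MO measured pomca above background, and 2 measured star.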

The pituitary hormone ACTH is formed from *pomca* [57], and *star* is the cholesterol transport protein involved in the first step of steroidogenesis [58]. This linkage between embryonic GR signaling and hypothalamic development and stress axis functioning provides a mechanism by which maternal cortisol, which is the sole source of glucocorticoids in the pre-hatch teleost embryo [59], may regulate HPI axis development and its activity in adult zebrafish [4]. It remains unclear as to whether GR action would be directly inhibiting neurogenesis, or whether it may work via intermediate action on other organizing factors. Despite the lack of clarity in the mechanism of action, it appears that key developmental regulators of the telencephalon, the hypothalamus, and possibly other CNS regions, are modulated by GR signaling.

### 4.4: Effects of GR knockdown on endocrine signaling

The expression of other hormones, receptors, and endocrine signaling components are also significantly upregulated after GR knockdown, but their effects in the developing embryo are more difficult to assess. Calcitonin (*calca*) is the hormone produced by the ultimobranchial bodies associated with the zebrafish thyroid that regulates calcium homeostasis [60]. It was found to be upregulated at both time points (Table 4). In addition, we also observed increased expression of peptide YY (*pyya*) and the NPY receptor *npy1r* at both 24 and 36 hpf (Table 4)., Both peptide YY and NPY are involved in feeding and appetite regulation [61]. 

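Expression of calca at 24 hpf was -5.89 ± 0.18 in the arrays labelled MO and -3.03 ± 0.20 in those labelled MP (SD, n = 3 each), a log2 change of -2.86 (SE 0.18, adjusted p = 8.4e-06). Its change at 36 hpf was -1.53 (SE 0.51, adjusted p = 0.13), and leaving out each array in turn gave -1.96 to -0.92.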

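Expression of pyya was lower in the arrays labelled MO at 24 hpf (log2 change -2.49, SE 0.20, adjusted p = 3.1e-05) and at 36 hpf (-3.25, SE 0.35, adjusted p = 0.0058), where without MP replicate 2 its change was -3.21 with an adjusted p of 0.0525. The probe of npy1r was not well above background on any array labelled MO. Its expression was at least 1.88-fold lower there at 24 hpf (adjusted p = 0.0077) and at least 1.34-fold lower at 36 hpf (adjusted p = 0.074), where normexp background correction gave a log2 change of 0.018.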

The impact of these genes in the pre-hatch, pre-feeding embryo is unclear, but if they are modulated by GR signaling, the post-hatch impact of the previously described GR priming effects on the HPI axis may control feeding patterns. 

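Expression of igfbp3 was -2.72 ± 0.20 in the arrays labelled MO and -2.05 ± 0.15 in those labelled MP at 24 hpf (SD, n = 3 each), a log2 change of -0.67 (SE 0.15, adjusted p = 0.0052). At 36 hpf the change was -0.81 (SE 0.30, adjusted p = 0.17) and did not pass the threshold.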

We also observed a significant increase in expression of an insulin-like growth factor binding protein (*igfbp3*, Table 4). IGF binding proteins (IGFBPs) chaperone IGFs and can increase their circulating half-life [62]. IGFBP3 is the most common binding protein and the majority of IGFs are bound to IGFBP3 peptide, suggesting that *igfbp3* regulation by GR may modulate IGFs availability. This action may contribute to the reduced body size seen in the GR morphants [6]. Additionally, it should be noted that IGFBP3 has effects independent of IGF ligands, including some aspects of skeletal development [63]. Part of IGFBP3 action also results from its antagonizing effects against the BMP signaling pathway [64], and BMP1 inactivates IGFBP3 by proteolytic action [65]. While *bmp1* expression was not significantly changed in our microarray analysis, it is of interest that upregulated *igfbp3* will further suppress BMP signaling action by its inhibitory effects. Generally, between overexpression of the key hypothalamic marker *otpb* and these more disparate changes to various hormone and receptors, it appears that endocrine system function may be a prominent target for GR signaling during development. This is also supported by the pathway analysis, which lists disorders of the endocrine system as a pathway that is strongly affected by GR knockdown (Table 5).

### 4.5: Conclusions

Clearly, from the breadth of this discussion, the transcriptomics approach in response to GR knockdown has provided a wealth of information and yielded numerous areas that require further investigation. In general, this study provides a number of novel genes, pathways, and processes involved in development that are affected by GR signaling. We have found multiple major groupings of genes that support and help to explain the previously established GR knockdown phenotype [5,7,9], as well as other effects associated with GR signaling modulation in the newly fertilized zebrafish embryo, including myogenic, cardiovascular, and angiogenic disruption as well as the widespread suppression of BMP signaling molecules and receptors [5,8]. In addition, we have identified developmental pathways that have never before been associated with GR signaling, including neuronal differentiation, hypothalamic development, and eye formation. Altogether, this study underscores a key role for GR signaling in the developmental programming events, and we propose GR as a developmental morphogen essential for the development of the hypothalamus-pituitary-interrenal axis functioning in zebrafish. 

## Supporting Information

Table S1 **Full list of significantly changed genes with normalized fold-change, FDR-adjusted p-value, and identifying information for the 24 hpf time point.** Colored genes were significantly-changed at both time points: green means upregulated at both time points; red means down regulated at both time points; blue means differentially changed at each time point.
(XLSX) Click here for additional data file.

Table S2 **Full list of significantly changed genes with normalized fold-change, FDR-adjusted p-value, and identifying information for the 36 hpf time point.** Colored genes were significantly-changed at both time points: green means upregulated at both time points; red means down regulated at both time points; blue means differentially changed at each time point.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

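RNA of 12 pools of whole zebrafish embryos was measured on Agilent one-color arrays, with 3 pools in each of 4 groups, injected with the morpholino (labelled MO) or the mispair control (labelled MP) and sampled at 24 or 36 hpf. The intensities used here are as deposited by the authors, whose scanner software (Feature Extraction) subtracted the background of each spot and removed spatial trends, with no scaling between arrays. The authors also deposited a table of processed intensities, for which their methods state that values below 0.05 were raised to it and each chip was normalized to a set of positive control genes with raw values above 50 in all samples. That table was used as an alternative, and its lowest value was 0.01. Arrays were assigned to groups and replicates by the sample labels and the paper. The morpholino is directed at translation, so the mRNA of the receptor gives no check of the labels, and the direction of every comparison is that of the labels.

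From the scanner intensities, values below 0.05 were raised to 0.05, spots marked as outliers by the scanner software were left out on that array, and each array was divided by its median over the 19114 probes above 50 on all 12 arrays, which is how that set was read. The log2 values of repeated spots of 1 probe were averaged. Of 43603 probes, 16770 were matched to a gene symbol through the accession in the probe's systematic name. Loci that the tables leave unnamed or call hypothetical were set apart, which left 15772 probes of 10915 named genes and 27831 other probes. For 3907 genes with more than 1 probe, the probe with the highest mean over the arrays was used. A gene was tested where its probe was well above background on all 3 arrays of at least 1 group and had at least 2 values in each. Of 128 gene symbols the paper names as measured on the arrays, 127 were found, 27 of them under another symbol, and bmp1 was not. The number of arrays and the signal over background limit the precision of each value.

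Groups were compared within a time point with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend), with Benjamini-Hochberg adjustment and a threshold of 0.05. The interaction of treatment with time was tested in 1 fit of all 12 arrays. Gene lists were tested with camera at its preset correlation of 0.01 and with fry, adjusted over lists and time points. The lists were crystallins, collagens, protocadherins, sarcomere genes, BMP ligands and receptors, smads, proneural genes, presomitic mesoderm genes, p53 targets, glucocorticoid targets, ribosome biogenesis genes, erythroid genes and cell cycle genes, and interferon and heat shock genes were added later. The first 7 of these lists take up groups of genes that the paper names from these same arrays, so their tests are not independent of its findings. A developmental time score set each array on an axis from the arrays labelled MP at 24 hpf to those at 36 hpf, over 500 rising and 500 falling genes, with each array labelled MP held out of the axis it was placed on, and was compared by an exact permutation test, of which the smallest p with 3 against 3 arrays is 0.1. Tables were read with data.table 1.17.8, and other steps used Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

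The fits were tested on simulated arrays in which 200 genes were changed by 2 on the log2 scale. The comparison at 24 hpf recovered 161 of them with 6 false calls among 10354 genes. That at 36 hpf recovered 170 with 4 among 9884, and the interaction 137 with 8 among 10394. These recoveries hold for the simulated spread and do not rank the time points on the measured arrays. Leaving out each measured array in turn gave 19 to 1121 changed genes at 36 hpf, against 4166 to 5072 at 24 hpf. Of 26 simulated list tests, both of the shifted list passed the threshold and no other did. A simulated shift of -20% on the developmental time axis came back as -17.5% at 24 hpf and -18.6% at 36 hpf over 9132 genes, and no shift came back as 0.313% and 1.54%.

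The groups, tests, lists, alternatives and the rule for the genes named were fixed before the data were examined. The rule takes nr3c1, every gene that the paper's results and discussion name as measured on the arrays in the text or Tables 2, 3, 4 and 7, and at each time point the 5 largest rises and 5 largest falls among changed genes whose values in the groups do not overlap. The genes of Tables 5 and 6 were counted. The alternatives were scaling to the 75th percentile or to the positive control spots, quantile normalization, normexp background correction with an offset of 50, a floor set after scaling, outlier spots kept, other filters on dim probes, other choices among the probes of a gene, all probes, the methods' t-test on log2 or linear values, a single fit of all arrays, the replicate number or the slide as a block, the authors' table, and each array left out in turn. The files give median in place of mean spot signals, so normexp started from those. The scan session as a block, and the authors' table with the methods' t-test, were added after the values were seen. The scan session was taken from the time at which the scanner software extracted the values, which need not be the time of scanning. The qPCR, the pathway software and the in situ and phenotype data were not used here.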

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

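The other groupings of the arrays for probes outside the named genes and for the interaction, the shares of probes whose groups do not overlap or that go the same way at both time points, the tests on probes near background, and the tests of the interferon and heat shock lists were chosen only after the results they bear on had been seen.

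Probes outside the named genes, of loci that the reference tables leave unnamed or call hypothetical, also changed. They include probes of 16 genes that the paper names, so they are not only loci that the paper leaves out. At 24 hpf 7533 of 20400 such probes were changed, 3359 higher and 4174 lower in the arrays labelled MO, and at 36 hpf 495 of 17335, 82 higher and 413 lower. With each array left out in turn the counts ran from 5668 (without MO replicate 1) to 7929 (without MP replicate 2) at 24 hpf, and from 2 (without MP replicate 2) to 865 (without MO replicate 1) at 36 hpf. At 36 hpf it was also 5 without MO replicate 3, 3 without MP replicate 1 and 6 without MP replicate 3. Scaling to the positive control spots gave 5461 probes at 36 hpf. Probes near background as the whole cause are argued against at 24 hpf, where 6787 of the 7533 changed probes were well above background on all 6 arrays and a fit of such probes alone gave 6825. They are argued against as the whole cause at 36 hpf too, where 337 of the 495 changed probes were well above background on all 6 arrays and a fit of such probes alone gave 274. For the other 746 changed probes at 24 hpf and 158 at 36 hpf, 141 of the latter lower in the arrays labelled MO, a fall to background and values near background cannot be told apart. Chance has less in its favor at 24 hpf, where the 3 values labelled MO lay on one side of the 3 labelled MP for 51.99% of the probes tested, against 10% on average by chance, and the count stayed high with each array left out. Probes are not independent and the counts reuse the same arrays, so that share excludes nothing by itself. The share at 36 hpf was 25.07%, but the count fell to a few probes without single arrays. Of 6587 such probes changed at 24 hpf, 84.99% went the same way at 36 hpf, on other arrays, and 73.47% without MO replicate 2, but the difference of MO replicate 1 from the other 2 arrays of its label went one way for 77.47%, so chance is not excluded there. Splits of the 6 arrays into other groups of 3 decide nothing here. At each time point 1 of the 10, the labelled one, gave as many changes, but the share is never under 0.1 and the others mix arrays of both labels. A difference in developmental stage and the treatment itself also stay open and were not tested for these probes.

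The 5 largest rises at 24 hpf were in genes that the paper's text does not discuss. No array labelled MP measured amy2al2 or tap2a well above background, and their expression was at least 103-fold and at least 84.7-fold higher in the arrays labelled MO (adjusted p = 2.5e-06 and 3.1e-06). The log2 changes of hsp70l, irf1b and xaf1 were 6.56 (SE 0.12, adjusted p = 2.3e-08), 6.18 (SE 0.17, adjusted p = 2.7e-07) and 5.83 (SE 0.19, adjusted p = 6.1e-07). All 5 were higher in 3 of 3 arrays and stayed past the threshold with each array left out in turn. Because irf1b, tap2a and xaf1 are known from innate immunity, a list of other interferon-induced and antigen processing genes was tested. Its median log2 change at 24 hpf was 1.75 over 17 genes (adjusted p = 4.16e-06 by camera, 0.000794 by fry), and 0.791 under normexp background correction. Of these genes, 14 were changed upward and 1 downward, so a general innate immune response is a candidate explanation. Of this list, isg15 is also in the p53 list. Its median at 36 hpf was 0.62 over 14 genes (adjusted p = 0.0162 by camera, 0.0714 by fry), which fry did not give past the threshold, and -0.55 under scaling to the positive control spots. A list of other heat shock genes had a median of -0.165 over 21 genes at 24 hpf (adjusted p = 0.514 by camera, 0.49 by fry), with 4 genes changed upward and 3 downward. Such a median does not decide whether the rise of hsp70l belongs to a general heat shock response. The heat shock median at 36 hpf was 0.23 over 21 genes (adjusted p = 0.0765 by camera, 0.077 by fry), -0.95 under scaling to the positive control spots and -0.0083 under normexp. Handling of the pools or the injected oligonucleotide were not tested as explanations.

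The change between arrays labelled MO and MP differed between 24 and 36 hpf for 161 of 10393 genes in the interaction test. Of 100 ways of reassigning the labels within the time points, 5 gave as many genes, the labelled one included. The others gave 3455, 1135, 405 and 309 genes, but each of them keeps or exchanges all labels of 24 hpf and so carries the difference at 24 hpf, and the count does not decide whether chance can be excluded. Probes near background are argued against as the whole cause, since 142 genes passed in a fit of probes well above background on all arrays of a time point. Scaling to the positive control spots lowers each change at 36 hpf, and 384 genes passed under it. A stage difference between the groups that is larger at 1 time point would also give such differences and stays open. By the times at which the scanner software extracted the values, all arrays of 36 hpf fall in 1 session and those of 24 hpf in others, so session and time point cannot be told apart. Leaving out single arrays was not tried for this count.

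Of the genes the text names, 17 passed the interaction test. The log2 change at 36 hpf minus that at 24 hpf was -3.52 for crygm2b, -2.90 for sparcl, -3.69 for gnrh2, -1.96 for psme1, -2.69 for irf1b, -2.92 for xaf1, 1.82 for cx44.1, 1.32 for oc90 and 3.34 for lft2. For 6 genes the change had opposite signs at the time points, with differences of -5.36 for atp2a1l, -6.80 for crygm3, -4.51 for grifin, 1.93 for fech, 2.10 for tnnt1 and -1.69 for smad7. Under scaling to the positive control spots the signs stayed opposite for all 6. At 36 hpf tnnt1 and smad7, and at 24 hpf atp2a1l and grifin, did not pass the threshold. At 36 hpf 1 of the 3 arrays labelled MO measured crygm3 and sparcl above background, and 2 measured grifin. The fitted differences of amy2al2 (-5.31) and tap2a (-4.08) rest on arrays labelled MP that did not measure them above background at 24 hpf, so their sizes are not measured.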

How the results depend on the processing

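The scan session as a block and the authors' table with the methods' t-test were chosen only after the values had been seen. At 24 hpf the count of changed genes stayed between 3393 (the authors' table with the methods' t-test on linear values) and 5111 (quantile normalization) under the alternatives that changed scaling, background, floor, filter, probe choice, test, block or source, other than a single fit of all 12 arrays and all probes. The cause was not tested for any change below except where it is named.

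Scaling to the positive control spots gave 1613 higher genes at 24 hpf and, at 36 hpf, 1314 changed genes, 13 higher and 1301 lower, with 918 genes changed at both time points, 5461 changed probes outside the named genes at 36 hpf and 384 genes past the interaction test. By its construction this scaling shifts all genes of an array alike, and it rests on dim spots, with a median intensity per array of 1.95 to 5.16. Normexp gave 101 higher genes at 36 hpf and 106 in the interaction test, and the floor after scaling gave 253 genes at 36 hpf (73 higher, 180 lower) and 154 at both time points. With probes well above background on all 6 arrays, 274 probes outside the named genes were changed at 36 hpf. The probe with the smallest change gave 101 genes in the interaction test.

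The methods' t-test left 107 changes of genes the paper names on log2 values and 106 on linear values, where limma gave 177 over both time points. At 36 hpf it gave 2 genes on log2 values (0 higher, 2 lower) and 4 on linear values (0 higher, 4 lower), with 0 and 2 genes at both time points and 0 and 5 probes outside the named genes, after adjustment. Before adjustment it gave 1806 and 1711 genes at 36 hpf. Outside the named genes at 24 hpf it gave 4666 probes on linear values. With the authors' table and linear values it gave 1564 higher genes at 24 hpf, 7 at 36 hpf (1 higher, 6 lower) and 4 at both.

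A single fit of all 12 arrays gave 2207 genes at 24 hpf (1072 higher, 1135 lower), 1883 at 36 hpf (829 higher, 1054 lower), 950 at both, and 2648 and 2337 probes outside the named genes. By its construction this fit shares 1 estimate of the spread between the time points. Counting all probes gave 14579 at 24 hpf (7033 higher, 7546 lower), 1216 at 36 hpf (959 lower) and 966 at both, since more features were tested. The slide as a block gave 152 genes at 36 hpf (31 higher, 121 lower), 120 at both and 31 in the interaction test. The scan session as a block, which the arrays of 24 hpf allow, gave 4542 genes there.

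The replicate number as a block gave 243 genes at 36 hpf (40 higher, 203 lower), 200 at both, 112 probes outside the named genes at 36 hpf and 59 in the interaction test. The numbers do not pair the samples. Deviations from the group means of arrays with the same number correlated across genes at -0.152, -0.0524 and -0.0288 at 24 hpf and at 0.124, 0.0829 and -0.238 at 36 hpf.

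With each array left out in turn, the changes of genes the paper names numbered 118 to 201. The counts at 24 hpf were 4166 to 5072 genes, 2061 to 2587 higher and 2063 to 2485 lower. At 36 hpf they were 19 to 1121 genes, 2 to 473 higher and 17 to 648 lower, with 11 to 706 genes at both. Outside the named genes 5668 to 7929 probes were changed at 24 hpf and 2 to 865 at 36 hpf. The lowest counts of named genes at 36 hpf and at both were without MP replicate 2 and the highest without MO replicate 2. Without MO replicate 3, MP replicate 1 and MP replicate 3 the genes at 36 hpf numbered 76, 54 and 94. List tests past the threshold numbered 19 to 21, against 20 with all arrays.

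The developmental time shift at 24 hpf was -40.09% with 100 genes each way and -10.53% without the changed genes, and at 36 hpf it was -35.33% without them. The direction stayed negative in each of these. Over all named genes and alternatives, 5149 comparisons kept the direction and the side of the threshold, 611 fell below the threshold, 150 passed it and 30 changed sign without passing it either way, with ff1d counted under both of its symbols. These log2 changes were ptgs2b (-0.20), atp2a2a (-0.62), cldne (-0.26), cldnf (-0.57), her3 (-0.60), pdlim7 (-0.70), nr3c1 (-1.15), bmp3 (-0.49), bmp6 (-0.49), bmpr1ab (-0.67), smad1 (-0.65) and nkx2.5 (-0.10) at 36 hpf and smad2 (-0.0077) at 24 hpf under scaling to the positive control spots. Others were npy1r (0.018), mmp23a (0.052) and nr3c1 (-0.31) at 36 hpf and smad2 (-0.0097) at 24 hpf under normexp, nr3c1 (-0.044) at 36 hpf with the mean of a gene's probes, smad3a (0.028) at 24 hpf with the probe of smallest change, sox9b (0.12) at 36 hpf under the methods' t-test on linear values and nr3c1 (less than 0.01 below 0) at 36 hpf with the authors' table. With single arrays left out they were sox9b (0.068) and smad2 (0.12) at 36 hpf and lft2 (-0.061) at 24 hpf without MO replicate 1, egln3 (-0.44), nr3c1 (-0.032) and bmpr1ab (-0.059) at 36 hpf without MO replicate 2, sox9b (0.20) at 36 hpf and ddb2 (0.035) at 24 hpf without MO replicate 3 and nr3c1 (less than 0.01 below 0) at 36 hpf without MP replicate 1. For the gene lists 243 were the same, 5 fell below the threshold, 5 passed it and 6 means changed sign without passing it either way, cell cycle at 36 hpf (0.012) under 75th percentile scaling, collagens at 24 hpf (0.015) and protocadherins at 24 hpf (0.039) without MO replicate 1, protocadherins at 24 hpf (0.031) and cell cycle at 36 hpf (0.071) without MP replicate 1 and protocadherins at 24 hpf (0.045) without MP replicate 3. Of genes past the threshold, the direction reversed for ff1d at 36 hpf under normexp (log2 change 0.077), for cadm4 at 24 hpf with the mean of its probes (0.027), and for oc90 (-0.27) and cldne (-0.35) at 24 hpf with the probe of smallest change, none of which passed the threshold under that alternative. The mean log2 change of the cell cycle list at 36 hpf was -0.00084 and ran from -0.13 without MO replicate 1 to 0.17 without MO replicate 2, where the list passed the threshold upward. With all arrays its mean and its median (0.020) lay close to 0 with opposite signs, and camera and fry gave the direction as upward, far from the threshold. Signal over background limits the genes tested at 36 hpf, where 65.9 to 70.5% of probes were well above background on the arrays labelled MO.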

Differences from the paper's values

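The paper's fold changes correspond to the arrays labelled MP over those labelled MO, so values here are given on that scale, on which upregulated means lower in the arrays labelled MO. A count is given as differing where 1 value is more than 1.5 times the other. A fold change differs where the gap is also larger than the SD of the replicates on the log2 scale, and a bound where it is over 1.5 times the paper's fold, so values said not to differ can still be apart, by over 1.5 times where replicates spread widely. Across genes of the first 940 of the 1313 genes of Table S1 the log2 changes of labelled MO over labelled MP correlated with the paper's at r = -0.972, and across those of Table S2 at -0.958. Genes are not independent replicates.

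The paper gives 1313 changed genes at 24 hpf, 730 upregulated and 583 downregulated, where 5001, 2482 and 2519 were found. Each of the 23 alternatives set before the data were examined also differed, with totals from 2207 to 14579 genes, from 1135 to 7546 for the upregulated genes and from 1072 to 7033 for the downregulated. The paper's 301 genes changed at both time points stand against 492. Under normexp (385), the probe of smallest change (364) and probes well above background on all 6 arrays (405) the values did not differ by the same measure, and under the other 20 they did. The paper's 37 genes downregulated at both stand against 131, which was 36 with the floor after scaling and 31 with the replicate block, and differed under the other 20.

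In Figure 2A, read by eye, the paper's bars at 24 hpf are about 12 against 76 for folds under 0.1, about 25 against 105 for folds of 0.1 to 0.2, about 250 against 594 for folds of 0.2 to 0.5, about 430 against 1744 for folds of 0.5 to 1, about 450 against 1831 for folds of 1 to 2, about 390 against 592 for folds of 2 to 5 and about 28 against 49 for folds of 5 to 10. The bars as read add up to more genes than the totals the paper states at 24 and at 36 hpf, so differences by fold range are rough. Each alternative differed for folds under 0.1 and of 0.1 to 0.2. The value did not differ under normexp for folds of 0.2 to 0.5 (362) and under a single fit of all 12 arrays for folds of 0.5 to 1 (492) and 1 to 2 (535). For folds of 2 to 5 it did not differ under normexp (415), the floor after scaling (449), the mean of a gene's probes (564), the probe of smallest change (507), the methods' t-test on log2 (553) and linear values (542), a single fit of all 12 arrays (542), without MO replicate 2 (577), without MP replicate 1 (584) and with probes well above background on all 6 arrays (535). For folds of 5 to 10 it did not differ with the floor after scaling (24) and with probes well above background on all 6 arrays (36). For each range the alternatives not named here differed.

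In Figure 2B, read by eye, the bars at 36 hpf are about 0 against 8 for folds under 0.1, about 0 against 29 for folds of 0.1 to 0.2, about 58 against 100 for folds of 0.2 to 0.5, about 220 against 54 for folds of 0.5 to 1, about 270 against 36 for folds of 1 to 2 and about 21 against 44 for folds over 10. For folds under 0.1 the value was 0 under scaling to the positive control spots, both forms of the methods' t-test, without MP replicate 1 and without MP replicate 2, and for folds of 0.1 to 0.2 it was 0 under both forms of the methods' t-test. It did not differ for folds of 0.2 to 0.5 under normexp (68) and the probe of smallest change (72), for folds of 0.5 to 1 without MO replicate 2 (259), and for folds over 10 under normexp (23), the floor after scaling (16), without MP replicate 1 (22) and with probes well above background on all 6 arrays (23). Each alternative differed for folds of 1 to 2, and for the other ranges those not named here differed.

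Of 185 fold changes of single genes that the paper states, 9 of them compared with a bound, which for cryaba at 36 hpf rests on 1 of 3 arrays labelled MO above background, 175 did not differ by the measure given above, and 2 others had no value here. At 24 hpf the paper gives 0.116 for ctsc, 0.21 for atp2a2a, 2.72 for col6a2 and 2.69 for pdlim7, and the values here were 0.356, 0.478, 1.45 and 0.659. Only atp2a2a came within the paper's value under an alternative, the mean of its probes (0.314). For 36 hpf the paper gives 1.61 for cldnf, 2.99 for col6a2, 1.37 for pcdh1a4, 2.77 for her5 and 2.70 for pdlim7, and the values here were 0.655, 1.88, 2.86, 0.322 and 0.719. Under scaling to the positive control spots cldnf (1.48), col6a2 (4.24) and pdlim7 (1.63) did not differ, nor did col6a2 without MO replicate 2 (2.39) or without MP replicate 1 (2.07) and pcdh1a4 with the probe of smallest change (1.34). The others differed, and her5 differed under each. Table S2 gives nr3c1 a fold change of 3.85 at 36 hpf, the value here was 0.981, from the authors' processed intensities it was 0.999, and each alternative differed (0.953 to 2.22).

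Of 727 genes of Table S2 tested here at 36 hpf, 284 were changed. Table 4 gives genes as changed at both time points, and of its 61 genes 27 were changed here at 36 hpf. Among the pairs of a named gene and a time point that were not changed here, the following numbers passed the threshold under an alternative: 41 under a single fit of all 12 arrays, 30 under scaling to the positive control spots, 24 without MO replicate 2, 13 under the mean of a gene's probes, 11 without MO replicate 1, 8 under normexp, 6 under quantile normalization, 3 under the authors' table, 2 without MP replicate 2, 2 without MO replicate 3, 2 under the replicate block, 2 under the probe of smallest change, 1 without MP replicate 1, 1 under the slide block, 1 under the methods' t-test on log2 values, 1 under the methods' t-test on linear values, 1 under probes well above background on all 6 arrays and 1 under 75th percentile scaling. The paper states that lhx1b changed at both time points, and here its fold change at 36 hpf, 2.68, did not pass the threshold (adjusted p = 0.052), whereas it did under scaling to the positive control spots, the mean of its probes, a single fit of all 12 arrays and without MO replicate 2. Tables 2 and 3 are given as top ranked by fold change. Genes outside Table 3 fell more here than each of its genes, at 24 hpf hsp70l (0.0106), irf1b (0.0138) and xaf1 (0.0176), and at 36 hpf tbx24 (0.0518), uox (0.0549) and ripply2 (0.0636), of which tbx24 and ripply2 are listed at 24 hpf. At 36 hpf crygm2f (61.6) and crygm2d13 (48.9), outside Table 2, rose more than each of its genes.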

Other observations

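The shares of genes whose groups do not overlap or that go the same way at both time points, the tests of the direction of the paper's fold changes, of MO replicate 2 at 36 hpf and of the lists under reassigned labels were chosen only after the results had been seen.

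Chance as the source of the changed genes has less in its favor at 24 hpf. There the groups did not overlap for 59.74% of the genes tested, against 10% on average by chance, and 4166 or more genes were changed with any array left out. Genes are not independent and these counts reuse the same arrays, so the share can lie far from 10% by chance and excludes nothing by itself. The share at 36 hpf was 29.05%, but the count fell to 19 genes without MP replicate 2. Of the 492 genes changed at both time points, which share no array, 478 went the same way. This does not exclude chance at 36 hpf. Of 4801 genes changed at 24 hpf and tested at 36 hpf, 82.48% went the same way (70.31% without MO replicate 2, 55.93% under scaling to the positive control spots), but genes are not independent, and differences between arrays of 1 label can go one way as well. For each array labelled MO at 36 hpf against the other 2, the share going one way was 79.85, 78.69 and 68.02%, and for those labelled MP 51.82 to 54.47%. Of the 10 splits of the 6 arrays into groups of 3, 1 at each time point, the labelled one, gave as many genes. The others mix arrays of both labels and the share is never under 0.1, so the splits decide nothing.

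Whether the arrays labelled MO came from embryos at another developmental stage was tested by placing them on the axis from 24 to 36 hpf of the arrays labelled MP. At 24 hpf they lay at -34.4% of the axis (SD 4.95) relative to the arrays labelled MP, and at 36 hpf at -66.2% (SD 21.6), each time with exact permutation p = 0.1 (two-sided), the smallest that 3 against 3 arrays can give. The axis at 24 hpf runs beyond its start, where no array of earlier embryos was analysed. Without the changed genes the shifts were -10.53% (exact permutation p = 0.8) and -35.33% (exact permutation p = 0.2). Leaving these genes out removes those that carry a difference between the labels, so a smaller shift follows from the choice and decides nothing. Among the 9135 genes that could enter the axis, 59.3% of the changed genes moved as in younger embryos at 24 hpf. The share of all genes there was 56.7%. At 36 hpf the shares were 97.8% and 61.1%. Arrays labelled MO from developmentally younger embryos stay a hypothesis at both time points, with less in its favor at 24 hpf. Delay by the treatment and a difference in sampling time would look alike here, and the axis itself rests on the labels.

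On the axis that holds out arrays of 36 hpf, MO replicate 2 lay at 8.78% and MO replicates 1 and 3 at 45.7 and 46.8%. Its median signal, 35.8, was the lowest of the 12 arrays. Low signal is argued against as the cause, since over 2284 genes bright on that array it lay at 1.33%, with the other 2 at 51.5 and 44.2%. An exchange with an array of 24 hpf would need a partner out of place, and the array of 24 hpf farthest along the axis lay at 0.194%. The mean correlation of MO replicate 2 across genes with the arrays labelled MO at 24 hpf was 0.957, against 0.9503 and 0.9514 for the others. The arrays labelled MP at 24 hpf ranged from 0.9519 to 0.96, so that gap decides nothing. With its own group MO replicate 2 correlated at 0.9487, less than with the arrays labelled MO at 24 hpf. MO replicate 1 correlated at 0.9807 with the arrays labelled MP at 24 hpf and at 0.9656 with its own group. MO replicate 3 was closest to its own group (0.9709). A pool of younger embryos for MO replicate 2 goes with these values but rests on 1 array, so it stays a hypothesis.

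Of 26 list tests, 20 passed the threshold by camera and 20 by fry, 18 by both. Of 100 ways of reassigning the labels within the time points, 1, the labelled one, gave as many by camera, with 19 as the largest other and a median of 13. The count with the labels was 19 without MP replicate 3, and camera passes many lists under reassigned labels, so the count does not decide whether chance can be excluded. The presomitic mesoderm list, several of whose genes the paper picked from these arrays, had a median log2 change of 2.82 over 20 genes (adjusted p = 8.36e-12 by camera, 5.07e-05 by fry) at 24 hpf and 1.92 over 18 genes (adjusted p = 2.33e-05 by camera, 0.0781 by fry) at 36 hpf. The list of ribosome biogenesis genes, some of which the paper lists in Table 6, had 0.31 over 63 genes (adjusted p = 6.9e-07 by camera, 0.016 by fry) at 24 hpf and 0.79 over 63 genes (adjusted p = 4.94e-24 by camera, 0.00217 by fry) at 36 hpf, where it was -0.39 under scaling to the positive control spots. Erythroid genes had -0.61 over 26 genes (adjusted p = 0.000546 by camera, 0.00481 by fry) at 24 hpf and 0.74 over 25 genes (adjusted p = 0.00165 by camera, 0.153 by fry) at 36 hpf, -0.44 under that scaling. Cell cycle genes had -0.19 over 43 genes (adjusted p = 0.00613 by camera, 0.00637 by fry) at 24 hpf. Their median at 36 hpf was 0.020 over 43 genes (adjusted p = 0.693 by camera, 0.892 by fry), with a mean of -0.000835, and -1.16, -0.026 and -0.32 under positive control spot scaling, quantile normalization and normexp.

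Morpholinos can raise p53 target genes without regard to their target. The p53 list had a median log2 change of 0.627 over 20 genes at 24 hpf (adjusted p = 6.9e-07 by camera, 0.00176 by fry), with 19 genes higher in the arrays labelled MO, and 1.09 over 20 genes (adjusted p = 7.16e-07 by camera, 0.00582 by fry) at 36 hpf, where it was -0.088 under scaling to the positive control spots. A p53 response to the active oligonucleotide is a candidate explanation for part of the changes, given the labels. Genes that glucocorticoids raise through GR should fall with loss of GR. Their list rose in the arrays labelled MO, with a median of 0.797 over 22 genes at 24 hpf (adjusted p = 0.000335 by camera, 0.000891 by fry), 15 genes changed upward and 4 downward, the way loss of GR would give, and 0.59 over 19 genes (adjusted p = 0.00613 by camera, 0.041 by fry) at 36 hpf, -0.59 under that scaling. Of this list, gadd45bb (log2 change 2.92 at 24 hpf) is also in the p53 list. Given the labels, the list as a whole did not fall at 24 hpf, as a general loss of GR-driven transcription would give. Whether other signals raised these genes was not tested, so the rise does not exclude such a loss. A loss for the genes changed downward also stays open. With the labels exchanged, both lists would read the opposite way.

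Of 841 genes of Table S1 compared, 794 had a fold change within 0.02 log2 units of labelled MP over labelled MO, so an exchange of MO and MP, in the labels of the arrays or in the ratios of the paper, is a candidate explanation for the opposite directions. Exchanged labels and inverted ratios leave the same array values and cannot be told apart from them. All 6 tested genes of Table 7, which the paper gives as higher in morphants by qPCR too, were lower in the arrays labelled MO, and bmp7a was not tested here. The qPCR values themselves were not analysed here. The paper states that morphant embryos developed more slowly. The arrays labelled MO lay earlier on the developmental axis, by -34.4% at 24 hpf and -66.2% at 36 hpf, which goes with the labels as given. The directions of the paper's qPCR go the other way unless those ratios are inverted too, so the question stays open.

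The authors' processed intensities of 9 arrays were the scanner intensities divided by 1 constant per array. For MO replicate 1 at 24 hpf the ratio to its own scanner intensities had a spread of 0.0366 log2 units. For MP replicates 2 and 3 at 24 hpf it was 0.335 and 0.346, and 0.0402 and 0.0359 to the scanner intensities of each other. Both arrays carry the label MP at 24 hpf. MO replicate 1 and MP replicates 2 and 3 at 24 hpf are the arrays of scan session 2. No explanation was tested.

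Among the genes with the largest changes, the log2 changes at 24 hpf were -3.98 (SE 0.49, adjusted p = 0.00024) for crygmxl2, -4.21 (SE 0.19, adjusted p = 1.5e-06) for mip1, -3.75 (SE 0.23, adjusted p = 7.7e-06) for lim2.4 and -3.80 (SE 0.23, adjusted p = 7.2e-06) for abrab, which 2 of the 3 arrays labelled MO measured above background. At 36 hpf tbx24 (4.27, adjusted p = 0.014), uox (4.19, adjusted p = 0.022), ripply2 (3.98, adjusted p = 0.029), tap2a (3.61, adjusted p = 0.027) and lft2 (3.54, adjusted p = 0.011) were higher in the arrays labelled MO, and crygm2f (-5.94, adjusted p = 0.0094), crygm2d13 (-5.61, adjusted p = 0.0035), crygm2d18 (-5.39, adjusted p = 0.0057) and mip2 (-5.33, adjusted p = 0.012) were lower. For crygm2f 2 and for crygm2d13 1 of the 3 arrays labelled MO measured the gene above background, and for ripply2 and tap2a 2 of the 3 labelled MP. With each array left out in turn, crygm2d13 stayed past the threshold. The others passed it in fewer of the 6 fits, tbx24 in 3 (log2 change 4.31 with an adjusted p of 0.0724 without MP replicate 2), uox in 2 (log2 change 4.12 with an adjusted p of 0.102 without MP replicate 2), ripply2 in 2 (log2 change 3.56 with an adjusted p of 0.119 without MP replicate 2), tap2a in 2 (log2 change 3.41 with an adjusted p of 0.106 without MP replicate 1), lft2 in 5 (log2 change 3.61 with an adjusted p of 0.0608 without MP replicate 2), crygm2f in 4 (log2 change -5.86 with an adjusted p of 0.0627 without MP replicate 2), crygm2d18 in 5 (log2 change -5.09 with an adjusted p of 0.0525 without MP replicate 2) and mip2 in 4 (-5.29 with an adjusted p of 0.0697 without MP replicate 2). No explanation was tested for these genes singly. The interferon list, tested because of tap2a and others, and the developmental time shift bear on sets of genes.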
